# Two distinct waves of transcriptome and translatome changes drive *Drosophila* germline stem cell differentiation

**DOI:** 10.1038/s44318-024-00070-z

**Published:** 2024-03-13

**Authors:** Tamsin J Samuels, Jinghua Gui, Daniel Gebert, Felipe Karam Teixeira

**Keywords:** Differentiation, Transcription, Translation, Germline, Drosophila, Chromatin, Transcription & Genomics, Development, Translation & Protein Quality

## Abstract

The tight control of fate transitions during stem cell differentiation is essential for proper tissue development and maintenance. However, the challenges in studying sparsely distributed adult stem cells in a systematic manner have hindered efforts to identify how the multilayered regulation of gene expression programs orchestrates stem cell differentiation in vivo. Here, we synchronised *Drosophila* female germline stem cell (GSC) differentiation in vivo to perform in-depth transcriptome and translatome analyses at high temporal resolution. This characterisation revealed widespread and dynamic changes in mRNA level, promoter usage, exon inclusion, and translation efficiency. Transient expression of the master regulator, Bam, drives a first wave of expression changes, primarily modifying the cell cycle program. Surprisingly, as Bam levels recede, differentiating cells return to a remarkably stem cell-like transcription and translation program, with a few crucial changes feeding into a second phase driving terminal differentiation to form the oocyte. Altogether, these findings reveal that rather than a unidirectional accumulation of changes, the in vivo differentiation of stem cells relies on distinctly regulated and developmentally sequential waves.

## Synopsis

Both gene expression and mRNA translation undergo intricate adaptations during stem cell differentiation. Here, synchronisation of Drosophila germline stem cell differentiation in vivo reveals distinct waves of transcriptome and translatome changes during oocyte development.

- During differentiation, there are widespread changes in mRNA abundance, promoter usage, exon inclusion, and translation efficiency.
- Transient expression of the master regulator Bam induces a first wave of gene expression changes, mainly linked to cell cycle regulation.
- A subsequent decrease in Bam abundance is accompanied by a transient return to a stem cell-like transcription and translation program.
- A second wave of transcription and translation changes then mediates terminal oocyte differentiation.

## Abstract (web summary)

Multi-omics analysis identifies a transient return to stem cell-like transcription and translation programs before the terminal differentiation of *Drosophila* oocytes.

## Introduction

Adult stem cells divide repeatedly, replenishing the stem cell population while producing daughter cells that undergo a change in fate and differentiate to specialised cell types. The initial fate change is often driven by a master differentiation factor, which may be either asymmetrically segregated to one daughter cell, or upregulated in response to exclusion from a stem cell niche (Morrison and Spradling, 2008; Homem and Knoblich, 2012). Many master differentiation factors have been identified by their mutant phenotypes: blocking differentiation while accumulating stem cells. However, understanding the changes downstream of the master regulator is much more complex and experimentally challenging, especially in adult stem cells such as in the hematopoietic system, gut and skin (Watt, 2001; Micchelli and Perrimon, 2006; Blanpain and Fuchs, 2006; Comazzetto et al, 2021). Adult stem cells are found in small numbers and can be quiescent for long periods, making it difficult to purify different stages of differentiation from living organisms, or to culture them in vitro.

*Drosophila* ovarian germline stem cells (GSCs) divide throughout adulthood to produce the oocytes, and are one of the best-characterised in vivo stem cell systems (Spradling et al, 2011). GSCs are located at the anterior of the ovary in a structure called the germarium, which houses the entire differentiation process (Fig. 1A) (Xie and Spradling, 2000). GSCs are maintained in a stem cell niche, receiving Dpp/BMP signalling from the somatic cap cells. With each division, one cell is retained in the stem cell niche, while the other is normally excluded from the niche and initiates differentiation. The differentiating daughter cell (cystoblast, CB) undergoes four mitotic divisions with incomplete cytokinesis, resulting in a 16-cell cyst (16cc) interconnected by a cytoplasmic bridge and a structure called the fusome. One of the 16 cells is selected to be the oocyte and meiosis is initiated, while the other 15 cells become nurse cells. Together with surrounding somatic epithelial cells, the 16cc will then form an egg chamber, beginning the process of vitellogenesis to produce the egg.

**Figure 1:**
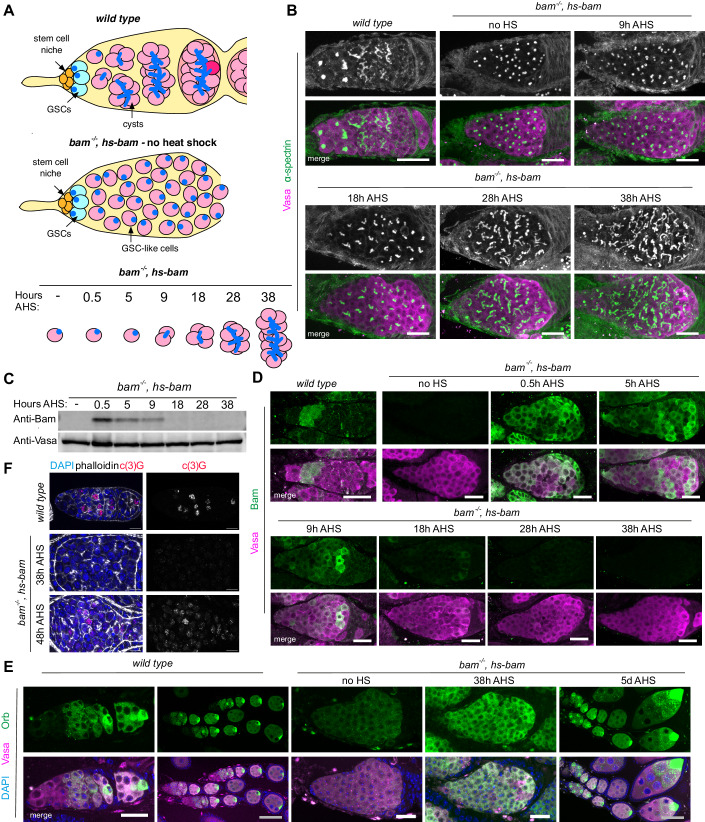
Establishing a robust protocol to synchronise GSC differentiation in vivo. (**A**) Sketch illustrating *wild type* differentiation (top), and the accumulation of GSC-like cells in the *bam, hs-bam* ovaries used in the synchronisation experiment (middle). Heat shock induces Bam expression resulting in entry into differentiation, such that samples collected at the given times after heat shock (AHS) are enriched for particular stages of differentiation (bottom). (**B**) For example, germaria from *wild type* or *bam, hs-bam* ovaries at the specified times AHS. Stained with immunofluorescence (IF) against α-spectrin (fusome, green and grayscale) and Vasa (germline, magenta). Images are a maximum z projection of 20 slices at 0.5 µm distance. (**C**) Western blot using lysate from *bam, hs-bam* ovaries at specified times AHS. Probed for Bam (top) and Vasa (bottom). (**D**) IF against Bam (green) and Vasa (magenta) in germaria at given time points AHS. (**E**) IF against Orb (green) as a marker for terminal differentiation. DAPI (DNA, blue) and Vasa (magenta) are also stained. (**F**) IF against C(3)G (red) as a marker of the synaptonemal complex. DAPI (DNA, blue) is also stained. Scale bars in (**B**, **D**, **E**) (white) are 20 µm, in (**E**) (grey) are 50 µm, in (**F**) are 10 µm. Source data are available online for this figure.

The master regulator of differentiation in GSCs is *bag-of-marbles* (*bam*) (McKearin and Spradling, 1990). Dpp signalling from the somatic niche represses *bam* transcription in GSCs, so when a daughter cell is excluded from the niche, *bam* is transcriptionally upregulated and drives initiation of differentiation (Chen and McKearin, 2003b, 2003a). *bam* mutants cannot differentiate, and so mutant ovaries accumulate GSC-like cells, the phenotype for which the gene is named. After Bam upregulation initiates differentiation, an accumulation of cellular changes is observed during differentiation, leading the single-nucleated GSC to develop into the complex and structured 16cc syncytium. The first obvious change is a switch from complete cytokinesis in the GSC, which depends on ribosome biogenesis (Sanchez et al, 2016), to incomplete cytokinesis in differentiating cysts via decay of the ESCRT-II machinery (Mathieu et al, 2013; Matias et al, 2015; Eikenes et al, 2015; Mathieu et al, 2022). Ribosome biogenesis is high in GSCs, becoming increasingly suppressed during differentiation (Neumüller et al, 2008; Zhang et al, 2014). At the same time, we have reported that global translation levels are upregulated in early differentiating cells compared to GSCs (Sanchez et al, 2016) and this is necessary for differentiation (Gui et al, 2023). During the syncytial divisions, the microtubule network reorganises such that the minus ends orient to the fusome and then the future oocyte (Grieder et al, 2000), and this will be used to transport the *oskar* (*osk*) mRNA (Ephrussi et al, 1991), the oo18 RNA-binding protein (Orb) (Lantz et al, 1994) and mitochondria (Cox and Spradling, 2003) to the oocyte. The mitochondria also undergo morphological changes, increasing the number of cristae during differentiation through the dimerisation of ATP synthase (Teixeira et al, 2015). Homologous chromosomes are unpaired in GSCs and undergo pairing from the 2cc to 8cc stages such that at the end of differentiation at the 16cc stage, chromosomes are paired in time for the initiation of meiosis (Christophorou et al, 2013). These examples illustrate the extent and complexity of cellular changes during GSC differentiation but how the regulatory processes direct and orchestrate them at a gene expression level remains unknown.

The available methodology has limited the study of gene expression changes and regulation during GSC differentiation, as sequencing experiments on whole ovaries do not capture the early stages of differentiation. Systematic RNA imaging has been used genome-wide to study gene expression patterns in the ovary (Jambor et al, 2015), but these scalable methods have not achieved sufficient resolution in the germarium, where stem cell differentiation occurs. Developmental staging, genetic tools and FACS purification have been used to study the transcriptome of GSCs (Kai et al, 2005; DeLuca et al, 2020), which have been compared to mixed differentiating cysts (Cash and Andrews, 2012; Blatt et al, 2021) and early follicle stages (Pang et al, 2023). Most recently, single-cell RNA sequencing has been performed on whole ovaries by several groups (Jevitt et al, 2020; Rust et al, 2020; Slaidina et al, 2021; Sun et al, 2023), identifying mRNA expression signatures of undifferentiated germline cells, immature and mature nurse cells and oocytes, as well as many different somatic cell types of the ovary. Pseudotime analysis has been used to subcluster germline cells but, due to the low depth of existing single-cell technologies, present a superficial view of the changes in the transcriptome. Furthermore, the technologies to assess translation regulation at a single-cell level are still in their infancy (VanInsberghe et al, 2021). Therefore, the genome-wide assessment of the transcriptome and translatome with high temporal resolution throughout differentiation of any in vivo stem cell system has not been achieved, hindering our understanding of how complex changes are coordinated downstream of master regulators.

We have leveraged established genetic tools to synchronise GSC differentiation in vivo (Ohlstein and McKearin, 1997; Kim et al, 2017; Lu et al, 2020). Our protocol allows the collection of sufficient material for genome-wide experiments, including RNA-seq (measuring the transcriptome) and Ribo-seq (measuring the translatome) at high temporal resolution during the GSC differentiation process (6 time points from GSC to 16cc). During the differentiation process from stem cell to 16cc, we find that the transcriptome undergoes a more significant transformation than anticipated, but nevertheless, the translatome undergoes 3-fold more changes than the transcriptome. Our data facilitate insights into the mechanisms behind this regulation during differentiation, including changes in promoter usage, splicing and translation efficiency, and will be a valuable resource for developmental biologists. Surprisingly, rather than a unidirectional accumulation of changes throughout differentiation, our data reveal two waves of gene expression changes at the level of both the transcriptome and translatome. As the master differentiation factor, Bam, resolves to levels comparable to the stem cell, the differentiating cell returns to a remarkably stem cell-like program of gene expression, with the differential regulation of just a small number of key genes remaining. We suggest that these crucial differences determine the developmental trajectory to terminal differentiation via the second wave of expression changes.

## Results

### Establishing a robust protocol to synchronise GSC differentiation in vivo

Female *bam*^*−/−*^ mutant flies accumulate GSC-like cells that fill their ovaries, and these samples have been used previously to examine the transcriptome and translatome of the GSC (Kai et al, 2005; Wilcockson and Ashe, 2019; McCarthy et al, 2022). To measure gene expression changes with high developmental resolution during differentiation, we took inspiration from methods that induce germline differentiation by coupling a *bam*^*−/−*^ mutant with a transgene that can drive differentiation through brief restoration of Bam via a heat shock promoter (*bam*^*−/−*^*,hs-bam*) (Kai and Spradling, 2004; Kim et al, 2017; Lu et al, 2020; Blatt et al, 2021). Previous studies in the adult ovary have found that the introduction of Bam via a heat shock promoter can drive differentiation in *bam*^*−/*−^ mutants such that ovaries contain well-formed egg chambers after 6–8 days (Ohlstein and McKearin, 1997). Therefore we asked whether shorter time points after Bam induction in a *bam*^−*/−*^*,hs-bam* ovary could be used to collect samples enriched for different stages of differentiation (Fig. 1A, “Methods”). We optimised the heat shock protocol to maximise the number of GSC-like cells entering differentiation, while minimising fly death due to heat stress.

Confocal microscopy was used to assign time points representing each stage from undifferentiated GSC to 16cc (terminal differentiation). We used the branching of the fusome (stained for alpha-spectrin) (Lin et al, 1994; Cuevas and Spradling, 1998) to observe the progression of differentiation at each time point after heat shock (AHS) (Fig. 1B). Based on this branching, we assigned each time point to an approximate stage of differentiation: “no HS” (*bam* mutant), 5 h (cystoblast, CB), 9 h (2cc), 18 h (4cc), 28 h (8cc), and 38 h (16cc) AHS (Fig. 1A). This time course provides a framework for studying GSC differentiation, but it is important to note that we observed heterogeneity in cyst stages, which increased at later time points.

In *wild type* ovaries, Bam protein is not expressed in the GSC, but is upregulated during early differentiation (McKearin and Ohlstein, 1995). To visualise the kinetics of Bam expression induced by our heat shock protocol, we performed western blot and immunofluorescence (IF) analyses across our time course. Performing western blots on whole ovaries revealed that Bam protein was strongly induced at 0.5 h AHS and then declined to levels similar to those observed in the “no HS” samples by 18 h AHS (Fig. 1C). In *wild type* differentiation, Bam is most highly expressed in the 4cc and 8cc (McKearin and Ohlstein, 1995), whereas the burst of Bam induced by the heat shock persists for a shorter time. To monitor the variation in Bam induction between cells that is not captured by western blot analyses, we used IF, which revealed that the loss of Bam protein is variable at the cellular resolution: at 9 h AHS, we observed a wider range of Bam intensity between differentiating cysts in comparison with 0.5 h or 5 h AHS (Fig. 1D). While the basis of such variability has not been determined, it is possible that this explains the increasing heterogeneity of cyst development we observed by 38 h AHS (Fig. 1B).

To examine the progression of egg chamber development beyond terminal differentiation, we examined the expression of Orb, which is normally concentrated into the future oocyte during the 16-cell cyst stage (Lantz et al, 1994). IF revealed that Orb does not concentrate into a single cell of the 16cc by 38 h AHS (Fig. 1E), suggesting that this final time point captures the final stages of differentiation, prior to egg chamber formation. At 5 days AHS most egg chambers contain a single Orb-positive cell. We also stained for C(3)G to visualise the formation of the synaptonemal complex (Page and Hawley, 2001). We found that C(3)G is lowly expressed at 38 h AHS, with synaptonemal complex being observed at 48 h AHS (Fig. 1F). Finally, as previously shown (Ohlstein and McKearin, 1997), females treated with our heat shock protocol laid eggs that hatched and produced adult offspring. These findings confirm that normal germline development can be fully recapitulated in our synchronisation system.

### Transcriptome measurements in synchronised differentiating GSCs reflect *wild type* differentiation

To examine mRNA expression during differentiation in synchronised GSCs, we performed RNA-seq on rRNA-depleted RNA extracted from *bam*^*−/−*^*,hs-bam* ovaries collected at specified time points AHS (Fig. 1A). 

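The values analysed for this experiment came from ovaries of bam mutant flies carrying a heat-shock inducible bam transgene, in which the germline stays arrested as stem cell-like cells until a heat shock supplies Bam. RNA was collected at 7 time points, without heat shock and at 0.5, 5, 9, 18, 28 and 38 h AHS, with 2 biological replicates at each time point and 14 libraries in all. The authors depleted rRNA with RNase H, sequenced paired-end reads, trimmed adapters with Trim Galore, removed reads matching a FlyBase set of non-coding RNAs with Bowtie2, mapped the rest to the dm6 genome with STAR and estimated expression with Cuffdiff. Their deposited table gives 1 FPKM value (fragments per kilobase of transcript, relative to all mapped fragments of the library) for each of 17783 genes and each time point, already combined over both replicates, together with 95% confidence bounds from Cuffdiff. No values per library were used, so the spread between replicates could not be computed and neither an SD nor a p-value is attached to any value of this time course or of the matched Ribo-seq. A difference was instead held against the deposited bounds, whose median half-width was 19.9% of the FPKM value at no HS and 19.7% at 5, 9, 18 and 28 h AHS. The paper's text does not name the library normalization used in Cuffdiff, and the sequencing depth of each library is unknown from these values. Between 6467 and 6639 genes exceeded 10 FPKM at any one time point. Cuffdiff reported a failed estimate at a time point for 23 genes, 15 of which pass the expression threshold. Although reads matching non-coding RNAs were removed, 399 of the expressed genes kept for comparison have no counterpart in the Ribo-seq table, mostly genes of snRNA, snoRNA, tRNA, microRNA and rRNA, and these genes carried 71.4% of the summed FPKM at 18 h AHS against 52.8% at 38 h AHS. A change between time points was called, after the paper's thresholds, when the FPKM values differed by more than 1.6-fold and exceeded 10 in at least one of the time points compared. The paper also demands significance at a p of 0.05, and that test was not repeated, since it needs values per replicate.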

We generated RNA-seq libraries from ovaries at ‘no HS’ (*bam* mutant) and 5 h (CB), 9 h (2cc), 18 h (4cc), 28 h (8cc) and 38 h (16cc) AHS. Comparison between biological replicates showed that the data are highly reproducible (*R*^2^ > 0.97).

To validate that the transcriptome measurements in the *bam*^−*/*−^*,hs-bam* time course reflect mRNA accumulation during *wild type* differentiation, we used single-molecule fluorescence in situ hybridisation (smFISH) to visualise mRNA transcripts in *wild type* germaria (Figs. 2A and EV1A). Marking the cell boundaries (phalloidin, F-actin) and the spectrosome and fusome (alpha-spectrin) enabled us to identify all the stages of differentiation in *wild type* ovaries. *vasa* mRNA is detected at ~ 200 FPKM throughout the RNA-seq time course, while *aubergine* (*aub*) mRNA is detected at a lower, but constant, level (~100 FPKM). Accordingly, using smFISH, we observed higher numbers of *vasa* mRNA transcripts in the cytoplasm of germ cells at all differentiation stages (Fig. 2Ai), compared to *aub* mRNA (Fig. 2Aii). *matrimony* (*mtrm*) mRNA presented levels below 10 FPKM until the 28 h AHS time point, with a further increase at 38 h AHS. This pattern of upregulation is also observed in *wild type* differentiation, with *mtrm* mRNA only observed in 8cc and 16cc (Fig. 2Aiii). 

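vasa, listed as vas, lies on chromosome 2L of dm6 from 15061656 to 15074311 and was at 205 FPKM (95% bounds 159 to 251) at no HS. At the 5 later time points its level stayed between 192 and 211 FPKM, the largest log2 difference from no HS was -0.09, and every pair of bounds overlapped with those at no HS. aub, on chromosome 2L from 10997819 to 11001476, was at 99.1 FPKM (74.9 to 123) at no HS and between 96.4 and 100 FPKM afterwards. At 0.5 h AHS, a time point collected to follow the heat shock itself, vas was at 184 FPKM and aub at 85.7 FPKM, again within the bounds at no HS. The bounds of vas and aub did not overlap with each other at no HS.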

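mtrm lies on chromosome 3L of dm6 from 8413012 to 8414103, inside a longer locus in the table, from 8405454 to 8422205, that it shares with neighbouring genes, and its bounds were correspondingly wide. It was at 3.40 FPKM (95% bounds 0 to 7.65) at no HS, 2.24 FPKM at 5 h, 1.59 FPKM at 9 h and 9.42 FPKM at 18 h AHS. At 28 h AHS it reached 16.5 FPKM (5.83 to 27.1), with bounds that still overlapped those at no HS. At 38 h AHS it reached 27.5 FPKM (13.5 to 41.6), a log2 change of 3.02 whose bounds no longer overlapped.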

*Benign gonial cell neoplasm* (*bgcn*) displays the opposite mRNA expression pattern, with declining mRNA levels in both the synchronised differentiating GSCs and *wild type* differentiation (Fig. 2Aiv) (Ohlstein et al, 2000). 

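bgcn, on chromosome 2R of dm6 from 23853270 to 23858921, fell from 40.5 FPKM (95% bounds 32.6 to 48.5) at no HS to 34.3 FPKM at 5 h, 25.1 FPKM at 9 h, 17.6 FPKM at 18 h and 11.4 FPKM at 28 h AHS, and stood at 12.4 FPKM (9.88 to 14.9) at 38 h AHS. From 9 h AHS onwards its bounds lay below those at no HS. The log2 change was -0.69 at 9 h and -1.71 at 38 h AHS. The values at 28 and 38 h AHS lay within each other's bounds.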

Notably, the synchronised differentiating GSC dataset recapitulates recently published mRNA expression patterns for *CG32814/eggplant*, which is reported to be downregulated after the GSC (Sun et al, 2023), and *blanks*, which is downregulated at the 8cc stage (Blatt et al, 2021) (Fig. EV1A). Collectively, validations by smFISH indicate that the RNA-seq data in synchronised differentiating GSCs mirrors what is observed in *wild type* ovaries both in terms of mRNA levels and changes during differentiation. 

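CG32814 was at 62.5 FPKM (95% bounds 31.3 to 93.8) at no HS, 44.9 FPKM at 5 h, 37.1 FPKM at 9 h, 19.7 FPKM at 18 h, 9.65 FPKM at 28 h and 18.9 FPKM at 38 h AHS. Its locus in the table, on chromosome X from 1012779 to 1046040, also holds Cdc45 and its bounds were wide, so that only at 28 h AHS did they lie below those at no HS. blanks, on chromosome 3L from 5497523 to 5498958, was at 35.7 FPKM (28.9 to 42.6) at no HS, 35.9 FPKM at 5 h and 31.5 FPKM at 9 h AHS. It then decreased to 21.7 FPKM at 18 h, 15.4 FPKM (12.0 to 18.7) at 28 h and 19.8 FPKM at 38 h AHS, with bounds below those at no HS at each of these time points.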

The smFISH experiments suggest that an expression level in the RNA-seq below 10 FPKM corresponds to a very small number of mRNA transcripts that is only sporadically detected in cells, so we set this as the threshold for further analysis. 

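In the deposited RNA-seq values, 6928 genes exceeded 10 FPKM in at least one of the 6 time points from no HS to 38 h AHS, the 0.5 h AHS sample being left out, and 6171 did so in all 6. The threshold moved this number most: 8882 genes exceeded 2 FPKM and 5186 exceeded 20 FPKM. Of the 6928 genes, 6524 also have a row in the Ribo-seq table, and the remainder are largely non-coding. With the 0.5 h AHS sample included, 7051 genes exceeded 10 FPKM.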

In our RNA-seq data, 6532 genes were expressed at >10 FPKM in at least one time point.

**Figure 2:**
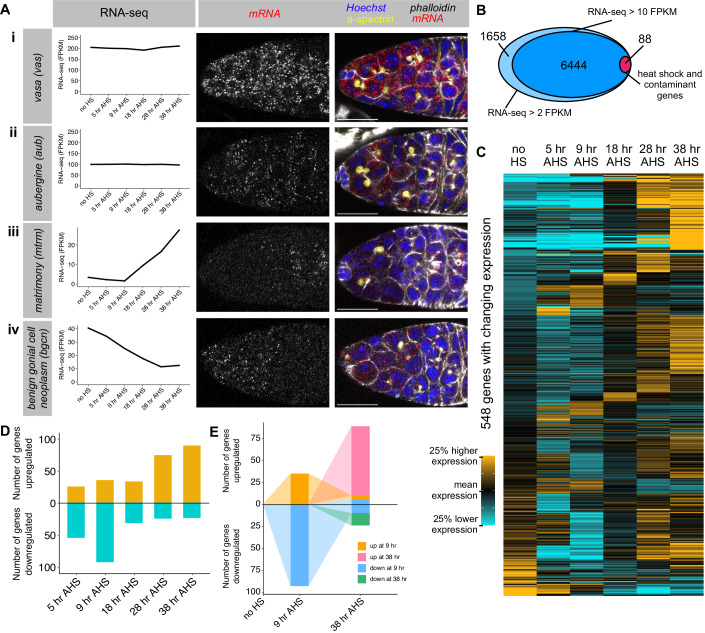
RNA-seq in synchronised differentiating GSCs reveals dynamic changes in the transcriptome. (**A**) single-molecule fluorescent in situ hybridisation (smFISH) was used in *wild type* germaria (right) to validate the RNA expression measurements in the synchronised differentiating GSC RNA-seq dataset (left). *Wild type* germaria are stained for DNA (Hoechst, blue), actin (phalloidin, gray), fusome (α-spectrin, yellow), and mRNA transcript of interest (smFISH, red and grayscale): (i) *vas*, (ii) *aub*, (iii) *mtrm* and (iv) *bgcn*. Scale bars are 15 µm. (**B**) RNA-seq in the differentiating GSCs detected 8177 genes expressed at least 2 FPKM at one time point (excluding the 0.5 h heat shock sample), and 6535 of these were expressed to at least 10 FPKM. 90 genes were excluded due to a strong heat shock effect or chorion contamination. (**C**) Heatmaps illustrating RNA-seq expression level across the time course. Each row represents one gene of the 548 genes that exhibit a significant 1.6-fold change in expression between two time points. Expression level is scaled per gene such that black represents the mean expression across the time course, gold represents a 25% higher expression than the mean, and cyan represents a 25% lower expression than the mean. Genes were grouped by fold change in mRNA expression, starting with the final time point. (**D**) Number of genes with a significant 1.6-fold change at each time point compared to “no HS”. Gold = upregulation, cyan = downregulation. (**E**) Illustrating the overlap between genes with significant up- or downregulation at 9 h AHS and 38 h AHS. Orange and blue represent genes with changing expression at 9 h AHS, and these are followed to 38 h AHS. Additional genes with changing expression at 38 h AHS are coloured pink and green. Source data are available online for this figure.

**Figure EV1:**
RNA-seq in synchronised differentiating GSCs recapitulates changes in gene expression during normal differentiation. (**A**) As in Fig. 2A, smFISH in *wild type* germaria (right) was used to validate the RNA-seq results (left). Staining for DNA (Hoechst, blue), actin (phalloidin, gray), fusome (α-spectrin, yellow), and mRNA transcript of interest (smFISH, red and grayscale): (i) *cuff*, (ii) *thymidylate synthase*, (iii) *CG11674*, (iv) *CG32814 (eggplant)*, (v) *CG14545*, (vi) *blanks*. Scale bars are 15 µm. (**B**) Heatmap illustrating RNA-seq expression level across our time course, of marker genes identified by scRNA-seq pseudotime analysis by Rust et al, 2020 (illustrated in Fig. 2m in that paper, and approximate expression domain labelled here left) for each time point from GSC to 16cc. Each row represents one gene and expression level is scaled per gene: black— mean expression across the time course, gold—25% higher expression than the mean, cyan—25% lower expression than the mean. (**C**) The 0.5 h AHS sample was used to exclude 67 genes which showed a significant change of >threefold between the 0.5 AHS and the no HS samples (with expression >10 FPKM in one of these samples). The expression of these 67 genes is shown as log2foldchange at each time point relative to no HS. (**D**) Gene ontology enrichment analysis of the excluded 67 genes shown in (**C**) found a significant enrichment in terms associated with a heat shock response. Colour of the bar indicates *P* value of the enrichment. Background is the whole genome. GO enrichment analysis was performed using FlyMine (Lyne et al, 2007) with Holm–Bonferroni correction.

With the advent of single-cell sequencing technologies, others have recently used single-cell (sc)RNA-seq analysis to characterise different cell types in adult *Drosophila* ovaries (Jevitt et al, 2020; Rust et al, 2020; Slaidina et al, 2021; Sun et al, 2023). For instance, Rust et al, used pseudotime analysis to identify transcriptional signatures, with 12 “marker genes” representing different stages of germline development. As additional validation of our dataset, we compared these data to our bulk RNA-seq from the synchronised GSCs and found that our dataset is consistent with the pseudotime analysis inferred from scRNA-seq (Fig. EV1B), but with increased sequencing depth.

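Among the marker genes of Fig. EV1B, the early markers moved little before the late time points. Tif-IA was at 98.4 FPKM at no HS, 101 FPKM at 9 h and 77.4 FPKM at 38 h AHS, and Sxl was at 141, 114 and 117 FPKM, both with bounds that overlapped those at no HS throughout. Myc was at 116 FPKM at no HS with bounds from 41.4 to 191 FPKM, too wide to order its time points. CG12493 went from 16.4 FPKM at no HS to 5.65 FPKM at 28 h AHS, also with overlapping bounds. gro was highest at 9 h AHS, at 85.7 FPKM against 68.7 FPKM at no HS, and Rbfox1 was highest at 28 h AHS, at 46.1 FPKM against 32.0 FPKM at no HS, neither beyond the bounds. orb fell from 78.0 FPKM at no HS to 41.8 FPKM at 9 h AHS and rose to 161 FPKM (95% bounds 128 to 195) at 38 h AHS, with bounds outside those at no HS at both of these time points. The depth of the single-cell data was not analysed here.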

An important caveat is that the protocol used to drive Bam expression is also expected to induce acute changes in the expression of the heat shock-responsive genes (Pauli et al, 1992). Transcript-level changes of the heat shock-responsive genes are characterised by their transient nature, quickly dampening over short periods after the stimulus is removed. To identify genes with acute changes in mRNA level upon heat shock treatment, we generated RNA-seq libraries from *bam*^*−/−*^*,hs-bam* ovaries at 0.5 h AHS. 68 genes underwent a significant >threefold change in transcript level in the 0.5 h AHS time point compared to “no HS” (with >10 FPKM expression in at least one of these time points). Most of these genes recovered towards the “no HS” level during the time course, but at differing rates (Fig. EV1C). 

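At 0.5 h AHS, 136 genes of the RNA-seq table differed more than 3-fold from no HS and exceeded 10 FPKM in one of these time points, 97 of them higher and 39 lower. Of these, 75 have a row in the Ribo-seq table. The 68 genes that the paper lists in Dataset EV1 were all among the 136. With the fold threshold set to 2, the number was 325. The significance test behind the paper's list was not part of these counts.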

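Of the 68 heat shock genes listed in Dataset EV1, 55 were higher and 13 lower at 0.5 h AHS. At 5 h AHS, 65 of the 68 were closer to the no HS level than at 0.5 h AHS, and at 9, 18, 28 and 38 h AHS this held for 67, 66, 66 and 64. The median log2 change of the genes that rose went from 2.36 at 0.5 h to 0.40 at 5 h and -0.05 at 9 h AHS. The genes that fell returned later, from a median of -1.82 at 0.5 h to -0.69 at 5 h, -1.29 at 9 h and -0.26 at 18 h AHS. At 38 h AHS, 21 of the 68 differed more than 1.6-fold from no HS and 8 more than 3-fold, which included 7 genes that had risen at 0.5 h AHS and were higher, 5 that had fallen and were lower, and 7 that had risen and were now lower. Not all of these had differed throughout: CG42704 was back at a log2 change of 0.07 at 5 h AHS and was at 7.08 at 38 h AHS.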

Gene ontology analysis showed that this cohort of genes was highly enriched for heat response and protein folding terms (Fig. EV1D). Therefore, this small subset of genes, along with an additional 20 contaminant genes (encoding proteins of the chorion and vitelline membrane, which are produced by somatic cells), were excluded from downstream analysis (Dataset EV1). This filtering resulted in a dataset of 6444 genes expressed during the time course (Fig. 2B; Dataset EV2).

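Dataset EV1, as held here, lists 68 heat shock genes, 49 of them over 10 FPKM between no HS and 38 h AHS, and 79 contaminant names, 43 of them over 10 FPKM. Some genes carry both labels. Leaving out every listed gene removed 89 of the expressed genes and kept 6839, of which 6440 have a row in the Ribo-seq table and 399 do not. One listed gene, dec-1, appears in Dataset EV1 as a calendar date and was left out along with the others.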

### GSC differentiation involves two waves of changes in the transcriptome

Having established that the synchronised GSC RNA-seq dataset parallels what is observed during *wild type* differentiation, we aimed to identify the set of genes for which mRNA levels change during GSC differentiation. To do so, we performed differential expression analysis and found 548 genes (~8.5% of expressed genes) with a significant (*P* < 0.05) and greater than the 1.6-fold difference in mRNA level between any two time points (in which the expression was >10 FPKM in one of the compared time points, and excluding the 0.5 h AHS sample) (Fig. 2C; Dataset EV3). 

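Over the 15 pairs of the 6 time points from no HS to 38 h AHS, 971 of the 6839 kept genes differed more than 1.6-fold in at least one pair and exceeded 10 FPKM in one of the time points of that pair, which is 14.2% of them. Among the genes with a Ribo-seq row, 640 of 6440 did so, or 9.94%. The 971 genes include 547 of the 548 that the paper lists in Dataset EV3. This count leaves out the paper's demand for significance. When 200 sets of unchanged genes were simulated with the standard errors implied by the deposited bounds, a mean of 1089 genes passed the same thresholds. The bounds thus set an upper limit on what error alone would give that exceeds the count itself, and the count describes the deposited values only. With the further demand that the bounds of the pair must not overlap, 635 genes remained, and with a fold threshold of 2, 493.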

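Against no HS, 72 genes were higher and 108 lower at 5 h AHS, 97 higher and 145 lower at 9 h, 256 higher and 72 lower at 18 h, 133 higher and 70 lower at 28 h, and 161 higher and 77 lower at 38 h AHS. A gene enters once for each time point at which it differs, which gives 719 higher and 472 lower calls. The lower calls fell at 5 and 9 h AHS in 53.6% of cases, and the higher calls at 28 and 38 h AHS in 40.9%. The 18 h AHS time point weighs on the latter share, since 210 of its 256 higher genes have no row in the Ribo-seq table. Among genes with a Ribo-seq row, 31 were higher and 66 lower at 5 h AHS, 48 and 106 at 9 h, 46 and 41 at 18 h, 89 and 31 at 28 h, and 113 and 34 at 38 h AHS, so that 61.9% of the lower calls fell at 5 and 9 h AHS and 61.8% of the higher calls at 28 and 38 h AHS.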

Compared to “no HS”, we found that most mRNA downregulation (65%) is observed at the 5 h and 9 h AHS time points (CB and 2cc), while most upregulation (64%) is observed at the 28 h and 38 h AHS time points (8cc and 16cc) (Fig. 2D).

We aimed to identify putative “stem cell-specific” or “differentiation-specific” genes that are differently expressed in the GSC versus differentiating cells. Unexpectedly, only two genes (*CG17127* and *CG14545* (Fig. EV1Av)) were downregulated by at least 1.6-fold from 5 h AHS continually until 38 h AHS. 

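CG17127, on chromosome 2L of dm6 from 10770868 to 10771370, was at 10.5 FPKM (95% bounds 7.98 to 13.0) at no HS and at 5.69, 4.01, 6.48, 5.58 and 4.70 FPKM at 5, 9, 18, 28 and 38 h AHS. Its bounds lay below those at no HS at each of these time points except 18 h AHS. CG14545, on chromosome 3R from 25850410 to 25851291, was at 70.3 FPKM (56.8 to 83.8) at no HS and at 40.5, 32.5, 33.3, 31.2 and 31.7 FPKM thereafter, with bounds below those at no HS throughout. Among the 6839 kept genes, which leave out those of Dataset EV1, 20 were more than 1.6-fold lower at all 5 time points, 4 of them with a Ribo-seq row: CG14545, CG17127, CG6967 and Mos. All 5 comparisons share the no HS value, and among simulated unchanged genes, an upper limit on what error alone gives, a mean of 56.7 genes moved past the thresholds the same way throughout, 24.8 of them with a Ribo-seq row, which exceeds the observed numbers of higher and lower genes together.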

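CG11892 lies on chromosome 3R of dm6 from 25281548 to 25283237. It rose from 19.9 FPKM (95% bounds 16.0 to 23.9) at no HS to 54.4 FPKM (44.4 to 64.4) at 5 h AHS, and was at 39.6, 39.5, 39.5 and 45.5 FPKM at 9, 18, 28 and 38 h AHS, with bounds above those at no HS at each. At 0.5 h AHS it was at 20.8 FPKM. Among the kept genes, 8 were more than 1.6-fold higher at all 5 time points, 2 of which, CG11892 and CG4210, have a row in the Ribo-seq table.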

As a “differentiation-specific gene” only *CG11892* was upregulated from 5 h AHS onwards. This finding argues against the presence of a unique, stem cell-specific transcriptional program that must be erased at the onset of differentiation.

Strikingly, we found that most genes (84%) that are up or downregulated at 9 h AHS (2cc) returned to “no HS” levels by 38 h AHS (16cc) (Fig. 2E). In contrast, the majority (82%) of mRNA expression changes at 38 h AHS are contributed by genes which exhibited no significant (>1.6-fold) change at 9 h AHS. These data are inconsistent with a model of accumulating changes from GSC to 16cc, and instead reveal two distinct waves of dynamic changes in the transcriptome throughout differentiation.

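Of the 242 genes that differed more than 1.6-fold from no HS at 9 h AHS, 71.1% (Wilson 95% interval 65.1 to 76.4) did not differ in the same direction at 38 h AHS. The share was 87.01% (80.8 to 91.4) of the 154 genes with a Ribo-seq row. The genes that were higher at 9 h AHS had a median log2 change of 0.79 at 9 h, 0.64 at 18 h and 0.40 at 38 h AHS. Those that were lower had medians of -0.90, -0.35 and -0.14. Genes chosen for a large difference at one time point can move back towards 0 at another through measurement error alone, and both comparisons share the no HS libraries: among simulated unchanged genes, 55.4% of all the genes called at 9 h AHS were not called in the same direction at 38 h AHS, and 61.2% of those with a Ribo-seq row.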

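Of the 238 genes that differed at 38 h AHS, 66.8% (Wilson 95% interval 60.6 to 72.5) had not differed in either direction at 9 h AHS. This was 82.3% (75.3 to 87.6) of the 147 with a Ribo-seq row. In all, 70 genes differed in the same direction at both time points and 9 in opposite directions, and with a Ribo-seq row these numbers were 20 and 6. Among simulated unchanged genes, 48.1% of those called at 38 h AHS were not called in either direction at 9 h AHS, and 57.5% of those with a Ribo-seq row. From the small overlap between the genes changed at 9 h and at 38 h AHS, the paper reasons that changes do not simply accumulate from the GSC to the 16cc and concludes that the transcriptome changes in separate early and late waves.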

To characterise the observed changes further, we asked which genes contribute to each wave of mRNA expression change, and performed gene ontology analysis. We considered genes with mRNA level changes at 9 h AHS (2cc) and at 38 h AHS (16cc) in comparison to “no HS” (Fig. EV2A). We found that the group of genes upregulated at 9 h AHS was enriched for genes involved in DNA replication and the cell cycle (Fig. EV2Bi), while downregulated genes were enriched for genes involved in the regulation of lipid storage. 

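A list of DNA replication genes was drawn up without reference to these values, and 42 of its 47 members were measured among the kept genes with a Ribo-seq row. Their median log2 change in the RNA-seq was 0.43 at 5 h, 0.47 at 9 h, 0.18 at 18 h, 0.06 at 28 h and 0.03 at 38 h AHS, the last of which changed sign, to -0.03, when each time point was rescaled to the same median. At 5, 9 and 18 h AHS these medians lay above all of 10000 random lists of the same size matched on mean expression. At 9 h AHS, 40 of the 42 genes were above the no HS level, but only 5 passed 1.6-fold. Cdc45 had a log2 change of 0.73 at 9 h AHS, although its locus in the table also holds CG32814, DNApol-epsilon58 one of 0.53, Pol32 0.50, Pol31 0.49, DNAlig1 0.41 and DNApol-alpha180 0.27. Among genes with a Ribo-seq row, the largest rises at 9 h AHS were those of Nepl21 (log2 change 1.21), CG7443 (1.13) and CG44303 (1.02), and the largest falls those of CG45087 (-2.20), Acox57D-d (-1.95) and CG6503 (-1.93), a ranking made after the values were seen. The bounds of CG44303 and Acox57D-d at 9 h AHS overlapped those at no HS. Over all genes of the table, the largest rises and falls belong to short non-coding genes listed at 0 on one side, such as snRNA:U7, for which no fold change is given.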

At 38 h AHS the upregulated genes were enriched for annotations of the polar granule (GOterm: P granule) (Fig. EV2Bii), which are assembled during oogenesis (Lehmann, 2016), with no significant enrichment for downregulated genes. At 38 h AHS, the upregulated group includes genes known to play a role in meiosis (*mtrm, c(3)g, orb, corolla*) and oocyte development or early embryogenesis (*osk, bru1, dhd, png, alphaTub67C*), while the downregulated group of genes includes *bgcn, blanks, RpL22-like*, and *eIF4E3*.

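From no HS to 38 h AHS the RNA-seq log2 change was 0.93 for c(3)G, 0.71 for corolla, 1.05 for orb, 0.94 for bru1, 1.94 for png, 2.83 for alphaTub67C, 3.47 for dhd and 6.31 for osk, all with bounds above those at no HS. The size of the change of osk depends on its low starting level of 0.731 FPKM, and with 1 FPKM added to both values it was 5.09. RpL22-like fell from 21.2 to 8.51 FPKM, a log2 change of -1.32, and eIF4E3 from 21.9 to 13.1 FPKM, a change of -0.74. blanks had a change of -0.85. The largest rises at 38 h AHS among genes with a Ribo-seq row, ranked after the values were seen, were those of CG42705 (9.42), CG32834 (9.32) and CG43074 (9.10), which were near 0 FPKM at no HS. Each of these was listed at 0 in the Ribo-seq at 38 h AHS, and CG32834 and CG43074 had Ribo-seq values above 0 at 5 and 9 h AHS instead. The largest falls were those of Trf5 (-1.99), CG43088 (-1.89) and CG32814 (-1.72). The bounds of CG43088 and CG32814 at 38 h AHS overlapped those at no HS.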

**Figure EV2:**
RNA-seq reveals changes in mRNA level during differentiation. (**A**) Gene ontology enrichment analysis of genes upregulated or downregulated in the RNA-seq at 9 h AHS or 38 h AHS compared to ‘no HS’. Colour of the bar indicates p value of the enrichment, grey = *P* > 0.05. Background is all genes expressed during the time course. GO enrichment analysis was performed using FlyMine (Lyne et al, 2007) with Holm–Bonferroni correction. (**B**) RNA-seq FPKM for genes in two gene ontology groups: mitotic DNA replication (i) and P granule (ii). Genes with a >1.6-fold change in gene expression are highlighted.

### Splicing analysis reveals changes in exon inclusion and promoter usage during differentiation

Differential expression analysis at the gene annotation level obscures changes in mRNA splicing, which can alter the encoded protein isoform. Therefore, we quantitated changes in splicing independently of changes in mRNA expression level by pair-wise analysis of our RNA-seq datasets using JUM (Wang and Rio, 2018). The resulting measurement of deltaPSI (percent spliced in) describes the change in the usage of each splicing event between two conditions. Overall, we observed a large number of splicing changes, with different genes changing in splicing in the early wave (9 h AHS) compared to the late wave (38 h AHS) (Fig. 3A; Dataset EV4). Changes in splicing are reflected in the upregulation of one splice site (on the right of the graphs) in exchange for the downregulation of an alternative site (on the left of the graphs).

**Figure 3:**
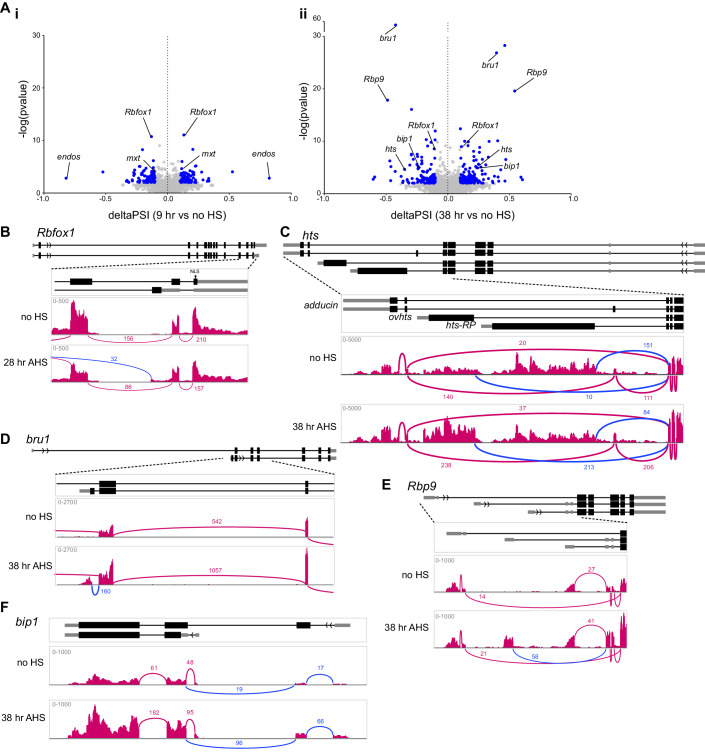
Changes in splicing during differentiation can alter regulation or protein isoform. (**A**) Splice site usage at 9 h AHS (i) or 38 h AHS (ii) compared to “no HS”, plotted as deltaPSI (percent spliced in), calculated using JUM (Wang and Rio, 2018). Blue points meet the thresholds of >0.1 or <−0.1 deltaPSI and *P* < 0.01. (**B**–**F**) Example changes in splicing of *Rbfox1* (**B**) and *hts* (**C**), as well as transcription start site usage of *bru1* (**D**), *Rbp9* (**E**), and *bip1* (**F**). The simplified gene structure is shown above, and RNA-seq read tracks from IGV are shown with Sashimi plots to visualise splice junctions. Changing splicing of interest is highlighted in blue.

Our analysis identified both known and novel examples of splice isoform changes that modify the encoded proteins during differentiation. Over-expression of isoform-specific cDNA constructs has been used previously to infer that a burst of cytoplasmic Rbfox1 during late GSC differentiation is caused by a change in splice isoform to exclude the nuclear localisation signal (*Rbfox1-RN/F* isoform annotated by FlyBase) (Carreira-Rosario et al, 2016; Tastan et al, 2010). In our GSC differentiation time course, this alternative splicing event is captured and is most pronounced at 28 h AHS (Fig. 3B). 

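hts lies on chromosome 2R of dm6 from 19397032 to 19424903. Its RNA-seq level was 163 FPKM (95% bounds 128 to 197) at no HS, 166 FPKM at 5 h, 167 FPKM at 9 h, 155 FPKM at 18 h, 159 FPKM at 28 h and 191 FPKM (152 to 230) at 38 h AHS. The bounds at every time point overlapped those at no HS, and the largest log2 difference was 0.23. These are values for the whole gene, and splicing was not analysed here.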

Hu li tai shao (Hts) is a key component of the fusome, and is required for coordinating cyst division and oocyte specification (Yue and Spradling, 1992). *hts* does not show a significant change in mRNA expression level during our GSC differentiation time course, but alternative splicing analysis shows a change in splicing at the 3’ end of the transcript, producing alternative protein isoforms. During differentiation, the ratio of 3’ end usage shifts such that *hts-RO/R/S/Q/L/M* (*adducin*, encoding a conserved F-actin and Spectrin-binding protein) and *hts-RA/K/N* (*ovhts*) are increased at 38 h AHS compared to “no HS” (Fig. 3C) (Whittaker et al, 1999; Gerdes et al, 2020). The encoded Ovhts polyprotein is cleaved to release HtsRC, which specifically localises to the ring canals during cyst development, therefore our data shows that HtsRC production is upregulated at the level of alternative splicing. The mRNA isoform *hts-RP* was thought to be testis-specific (Gerdes et al, 2020) but is quite highly expressed in the “no HS” sample and is downregulated during our time course. Hence, developmentally regulated alternative splicing can lead to functional changes to the protein isoforms expressed in the cell without a change in overall gene expression level, revealing a layer of regulation during GSC differentiation that has not yet been systematically explored.

Unexpectedly, splicing analysis also provided insight into the mechanism of regulation of genes that exhibit changing expression level during differentiation. 

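In the whole-gene values, bru1, on chromosome 2L of dm6 from 12175004 to 12313438, was at 110 FPKM (95% bounds 87.7 to 132) at no HS and at 89.6, 90.6, 110 and 144 FPKM at 5, 9, 18 and 28 h AHS. It reached 210 FPKM (169 to 252) at 38 h AHS, where its bounds lay above those at no HS. Values per transcription start site were not analysed here.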

We found that *bruno* (*bru1*), encoding an RNA-binding protein (RBP) that functions to inhibit the expression of the mitotic cyclins after meiotic entry (Sugimura and Lilly, 2006), is expressed in the GSC and upregulated during differentiation, but that this regulation occurs through the activation of an additional downstream transcription start site (TSS) (Fig. 3D). In the “no HS” sample, the majority of transcription initiates at the most 5’ start site (producing the *bru1-RK* transcript), while at 38 h AHS, a downstream TSS is also active, producing the *bru1-RA/E* transcripts, which likely underlies the upregulation of Bru1 protein observed during differentiation. Similarly, *Rbp9*, encoding another RBP required for proper cyst differentiation and oocyte determination (Kim-Ha et al, 1999), is also upregulated during differentiation. 

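Rbp9, on chromosome 2L of dm6 from 2954762 to 2968434, was at 24.4 FPKM (95% bounds 19.1 to 29.7) at no HS, 16.9 FPKM at 9 h, 24.7 FPKM at 28 h and 36.9 FPKM (28.8 to 44.9) at 38 h AHS. The log2 change at 38 h AHS was 0.59, short of 1.6-fold, and the bounds overlapped those at no HS. The locus in the table also holds Ts.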

The splicing analysis uncovered the activation of an additional TSS to express the *Rbp9-RB/E/G/J* transcripts at 38 h AHS (Fig. 3E). In the examples of *bru1* and *Rbp9*, changes in TSS usage lead to the use of different 5’ untranslated sequences (5’ UTR) without a change in coding sequence. 

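bip1, on chromosome 3L of dm6 from 8054333 to 8058713, was at 19.8 FPKM (95% bounds 15.9 to 23.6) at no HS, 15.9 FPKM at 9 h, 22.3 FPKM at 18 h, 32.5 FPKM at 28 h and 43.8 FPKM (35.7 to 51.8) at 38 h AHS in the RNA-seq. The bounds lay above those at no HS at the last 2 of these time points.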

Lesser-studied genes include *bip1*, which is also upregulated during GSC differentiation and shows specific increased transcription from an upstream TSS at 38 h AHS to produce *bip1-RA* (Fig. 3F). In this case, differential TSS usage is expected to lead to the expression of different protein isoforms. Altogether, these examples illustrate how activation of an alternative TSS is a mechanism to upregulate gene expression.

### Ribo-seq captures translation dynamics during GSC differentiation

RNA-seq measures gene expression changes at the mRNA level, which are often thought of as a proxy for consequential changes at the protein and cell fate level. Indeed, scRNA-seq has been broadly used as a readout for fate changes (Morris, 2019; Brunet Avalos et al, 2019; Schiebinger et al, 2019; Farrell et al, 2018). This premise assumes no change in the translation efficiency of the transcripts, but mounting evidence indicates that transcripts for different genes are not equally translated (Vogel and Marcotte, 2012). Translation regulation plays a significant role during GSC differentiation—indeed, the master differentiation factor Bam is itself a regulator of translation (Li et al, 2009; Slaidina and Lehmann, 2014). Despite this, the dynamics of translation changes during stem cell differentiation are unknown, largely due to the large amount of material required to analyse translation genome-wide. 

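Ribo-seq sequences the mRNA fragments that ribosomes protect from nuclease, so that the reads on a gene measure its occupancy by ribosomes. The Ribo-seq values analysed come from bam mutant ovaries with the heat-shock inducible bam transgene, with 2 biological replicates at no HS and at each of the 6 times from 0.5 to 38 h AHS. Footprints were made with RNase I, and the authors collapsed identical reads, removed the random bases at both ends, discarded reads matching non-coding RNA with Bowtie, mapped the remainder to dm6 with STAR and estimated FPKM with Cuffdiff. Their deposited table holds 13968 genes with 1 FPKM value per time point and its bounds, whose median half-width was 25.6% of the value at no HS and 25.4 to 25.7% at the other time points. Between 6154 and 6309 genes exceeded 10 FPKM at a time point. The FPKM values of low genes rise in steps that give the relative depth of the time points: for a gene of 1 kb, 10 FPKM corresponded to 67.0 steps at no HS, 77.3 at 5 h, 52.9 at 9 h, 34.3 at 18 h, 77.4 at 28 h and 57.5 at 38 h AHS, so that the 18 h AHS libraries were the shallowest.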

To circumvent these difficulties, we applied the *bam*^*−/−*^*,hs-bam* system to obtain enough starting material to perform Ribo-seq at the same time intervals as the RNA-seq dataset. Even using the synchronisation approach, the amount of tissue was limited compared to previous Ribo-seq experiments in *Drosophila* S2 cells (Aspden et al, 2014; Douka et al, 2022), embryos (Dunn et al, 2013), oocytes (Kronja et al, 2014) or ovaries (Jang et al, 2021), so we first performed quality control analysis on the Ribo-seq libraries (Fig. EV3). Comparisons between biological replicates revealed that the data are highly reproducible (*R*^2^ > 0.97). As expected from high-quality Ribo-seq data, we observed that the majority of the reads (58–70%) showed the expected ribosome footprint (28–32-nt long), overwhelmingly mapped to the sense direction of the CDS (>90%) or 5’ UTR (~8.9%) and showed a strong 3-nucleotide P-site periodicity. This benchmarking confirms that our Ribo-seq is of high-quality, despite the limitations in input material.

**Figure EV3:**
Ribo-seq quality control. (**A**) *R*^2^ show good correlation between Ribo-seq replicate samples at each time point. (**B**) Distribution of read length in nucleotides for Ribo-seq libraries at each time point. (**C**–**F**) Ribo-seq quality control for the ‘no HS’ sample only for illustration. (**C**) 90.73% of reads mapped to the CDS on the sense strand of genes compared to 0.05% mapping to the CDS on the antisense strand. (**D**) 8.88% of reads map to the 5’ UTR, 2.20% map to the 3’ UTR, and mapping to introns and intergenic regions is negligible. (**E**) P-site mapping shows a strong three nucleotide periodicity, with highest frequency at the start codon. (**F**) Metagene analysis plot showing read distribution in 5’ UTR, CDS and 3’ UTR regions, shows consistent coverage across the CDS with the expected bias at the start codon.

We assessed the translation of the 6444 genes that we had determined to be expressed by RNA-seq (Fig. 4A; Dataset EV5). Of these, 43 further genes showed heat shock effects in the Ribo-seq (>threefold change in the 0.5 h AHS sample compared to “no HS”). 

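Of the kept genes, 58 differed more than 3-fold at 0.5 h AHS in the Ribo-seq and exceeded 10 FPKM in one of the 2 time points, 33 higher and 25 lower. Without that FPKM minimum the number was 86. Leaving out the 58 genes kept 6382 for the comparison of Ribo-seq levels, which used the same fold and FPKM thresholds as the RNA-seq.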

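Of the 6440 kept genes with a Ribo-seq row, 5962 exceeded 10 FPKM in the Ribo-seq in at least one of the 6 time points from no HS to 38 h AHS, and 478 at none. Without the genes changed at 0.5 h AHS in the Ribo-seq these numbers were 5912 and 470. All 6 time points exceeded 10 FPKM for 5330 genes. The threshold decides the smaller group: 155 genes stayed at or below 5 FPKM and 1491 at or below 20 FPKM. Of the 478 genes, 203 had an upper bound over 10 FPKM at some time point, and 4 were listed at 0 throughout.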

Using a threshold of 10 FPKM in the Ribo-seq, we found that 5922 of the expressed genes were translated at some point during our time course, while 479 genes were not translated at any time point (<10 FPKM).

**Figure 4:**
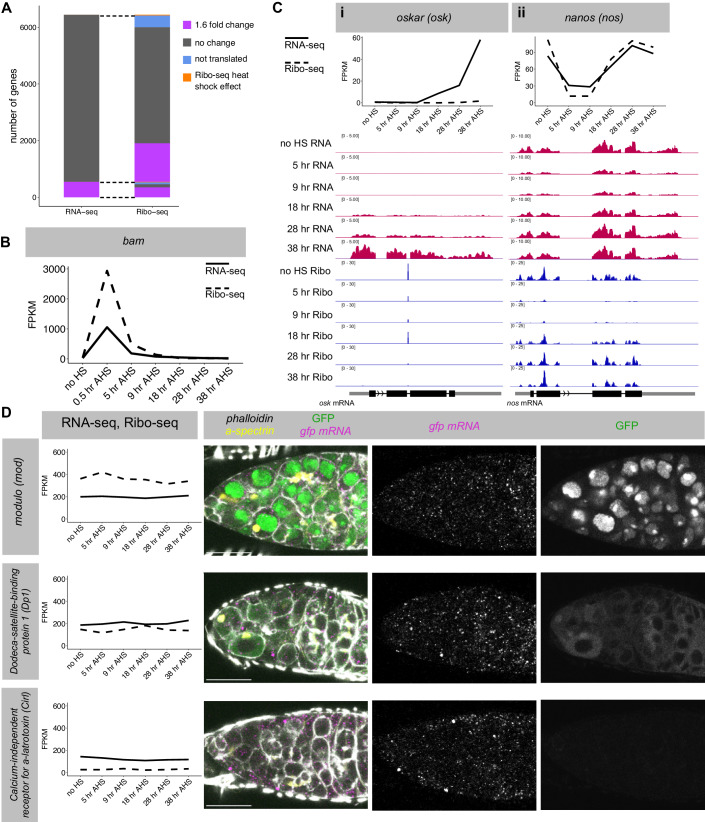
Ribo-seq in synchronised differentiating GSCs recapitulates changes in translation during normal differentiation. (**A**) After filtering, 6444 genes are expressed at >10 FPKM in at least one time point by RNA-seq. In total, 548 of these genes show a >1.6-fold change between any two samples. Of these 548 genes, 353 also show a 1.6-fold change in Ribo-seq reads between two samples. 1360 genes show a >1.6-fold change in the Ribo-seq with no significant change in the RNA-seq. (**B**) *bam* transcript level and translation during the time course from RNA-seq and Ribo-seq data (FPKM). (**C**) RNA-seq and Ribo-seq in the synchronised GSC system recapitulate previously characterised regulation of *osk* (i) and *nanos* (ii). IGV tracks for each time point for RNA-seq (red) and Ribo-seq (blue). (**D**) GFP-tagged FlyFOS constructs (*modulo, dodeca satellite-binding protein 1, calcium-independent receptor for a-latrotoxin)* stained for *gfp* smFISH (magenta and individual greyscale) and GFP protein (green, and individual greyscale), f-actin (phalloidin, greyscale) and fusome (α-spectrin, yellow). Scale bars are 15 µm. graphs: solid line = RNA-seq, dashed line = Ribo-seq. Source data are available online for this figure.

Just as we validated the RNA-seq datasets against *wild type* differentiation using smFISH, we aimed to validate the Ribo-seq through independent approaches. We first compared the Ribo-seq reads for *bam* to the results we obtained by western blot (Fig. 1C). From the Ribo-seq, we found that *bam* translation peaks at 0.5 h AHS, but declines gradually (Fig. 4B), which matches the western blot. 

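bam, on chromosome 3R of dm6 from 25243039 to 25245109, was at 36.2 FPKM (95% bounds 26.7 to 45.7) in the Ribo-seq at no HS and at 2934 FPKM at 0.5 h AHS. It then fell to 493 FPKM (385 to 601) at 5 h, 137 FPKM (108 to 167) at 9 h, 24.1 FPKM at 18 h, 22.7 FPKM at 28 h and 11.4 FPKM (6.94 to 15.8) at 38 h AHS. The bounds lay above those at no HS up to 9 h, overlapped them at 18 and 28 h, and lay below them at 38 h AHS. In the RNA-seq, bam was at 23.7 FPKM at no HS, 1053 FPKM at 0.5 h, 181 FPKM at 5 h, 74.3 FPKM at 9 h, 46.5 FPKM at 18 h and 18.1 FPKM at 38 h AHS.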

We then focused on hallmark genes that have been previously characterised as being translationally regulated during GSC differentiation. For instance, *osk* mRNA, which is crucial for the assembly of the germplasm at the posterior pole of oocytes, is not transcribed until the late stages of GSC differentiation, but remains translationally repressed in differentiated cells until much later in oogenesis (Ephrussi et al, 1991; Kim-Ha et al, 1991, 1995). In agreement, the RNA-seq data revealed a progressive increase in the level of *osk* mRNA from 18 to 38 h AHS (4–16cc), while the Ribo-seq showed that *osk* mRNA was not engaged with ribosomes throughout the time course (Fig. 4Ci). On the other hand, transcriptional reporters suggested that the *nanos* (*nos*) gene is transcribed throughout GSC differentiation, while the protein level decreases during the CB to 4cc stage (Li et al, 2009). 

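osk, on chromosome 3R of dm6 from 8935126 to 8938395, was at 0.243 FPKM at 9 h AHS in the RNA-seq and rose to 8.55 FPKM (95% bounds 6.87 to 10.2) at 18 h, 16.0 FPKM (13.0 to 19.1) at 28 h and 58.1 FPKM (46.8 to 69.3) at 38 h AHS. In the Ribo-seq it was at 0.526 FPKM (0 to 1.61) at no HS, listed at 0 at 5 h and 18 h, and at 0.135 FPKM at 9 h, 0.272 FPKM at 28 h and 1.64 FPKM (0.289 to 3.00) at 38 h AHS. The bounds of the Ribo-seq values overlapped wherever a value above 0 was given.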

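In the Ribo-seq, nos was at 112 FPKM (95% bounds 81.5 to 143) at no HS, 42.7 FPKM (28.8 to 56.6) at 0.5 h, 11.9 FPKM (4.62 to 19.1) at 5 h and 11.9 FPKM (5.10 to 18.6) at 9 h AHS. The log2 change at 9 h AHS was -3.24, the largest fall among the genes compared. In the RNA-seq the level went from 83.3 FPKM (63.3 to 103) at no HS to 63.8 FPKM at 0.5 h, 30.9 FPKM at 5 h and 28.5 FPKM (19.2 to 37.7) at 9 h AHS, a log2 change of -1.55. Bounds at 5 and 9 h AHS lay below those at no HS in both assays, and at 0.5 h AHS in the Ribo-seq only.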

The Ribo-seq data revealed a sharp decrease in *nos* translation at the 5 h and 9 h AHS time points (CB to 2cc), but surprisingly, the mRNA level mirrored this change, which together with constant transcription implies decreased mRNA stability (Fig. 4Cii). Both the RNA-seq and Ribo-seq showed full recovery of *nos* by 28 h AHS (8cc).

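At 18 h AHS nos was at 65.3 FPKM in the RNA-seq and 77.8 FPKM in the Ribo-seq. At 28 h AHS the levels were 102 FPKM (95% bounds 78.2 to 125) and 110 FPKM (81.1 to 139), and at 38 h AHS 87.5 and 98.9 FPKM. From 18 h AHS onwards the bounds of both assays overlapped those at no HS.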

While our datasets recapitulate examples of translation regulation already shown in the literature, we wanted to validate the Ribo-seq in an unbiased manner. To do so, we selected genes with similar RNA expression levels but different Ribo-seq read levels and procured FlyFOS GFP-tagged transgenic lines. 

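At no HS the RNA-seq levels of mod, Dp1 and Cirl were 199 FPKM (95% bounds 161 to 237), 186 FPKM (150 to 223) and 144 FPKM (116 to 173). Their Ribo-seq levels were 361 FPKM (283 to 439), 147 FPKM (115 to 180) and 26.9 FPKM (20.9 to 32.8). The ratio of Ribo-seq to RNA-seq FPKM was 1.81 for mod, 0.792 for Dp1 and 0.187 for Cirl. The bounds of the RNA-seq values overlapped among the 3 genes, and those of the Ribo-seq values did not.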

The FlyFOS transgenes are expected to recapitulate the expression of the endogenous gene, as they were designed with the goal to include all regulatory sequences existing on endogenous genomic loci (Sarov et al, 2016). We stained germaria with *gfp* smFISH to measure RNA level, and GFP protein to measure the level of each fusion protein (Fig. 4D). Using the same *gfp* smFISH probes and anti-GFP antibody minimises confounding detection effects. In agreement with the RNA-seq data, the smFISH showed similar numbers of mRNA transcripts for each gene. Moreover, mirroring the results from the Ribo-seq analysis, the GFP protein levels were very different for each gene (highest = *mod*, medium = *Dp1*, lowest = *Cirl*). Therefore, we conclude that the Ribo-seq in synchronised differentiating GSCs reflects changes in translation during *wild type* differentiation. Ribo-seq data reports the rate of protein production during differentiation, providing more direct insight into the changes in protein complement during differentiation compared with RNA-seq.

### Ribo-seq identifies two waves of global remodelling of translation during GSC differentiation

We asked if changes in mRNA expression corresponded to changes in the Ribo-seq. 

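Of the genes that differed more than 1.6-fold between any pair of time points in the RNA-seq, 613 were also compared in the Ribo-seq, and 434 of these passed the same thresholds there, which is 70.8% (Wilson 95% interval 67.1 to 74.3). The share was 59.9% when the bounds were required not to overlap and 63.0% with a fold threshold of 2.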

548 genes showed a >1.6-fold change in RNA level between any two time points, and 353 of these (64%) also showed a significant 1.6-fold change between two samples in the Ribo-seq dataset (Fig. 4A). However, an additional 1360 genes showed a change in the Ribo-seq but not the RNA-seq data, revealing that these genes are regulated primarily at the level of translation. 

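In the deposited values, 1530 genes differed more than 1.6-fold between any pair of time points in the Ribo-seq but not in the RNA-seq. The number depends on the demand made on the error of each value: 844 genes remained when the bounds were required not to overlap, and 496 with a fold threshold of 2. From the genes that changed in the Ribo-seq alone, the paper concludes that they are regulated mainly at the level of translation.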

In total, 8.5% of transcribed genes show a >1.6-fold change in RNA expression at some point over the time course, while 29% of translated genes show a >1.6-fold change in the Ribo-seq experiment. This result illustrates that a more extensive remodelling of the translatome than the transcriptome is at play during GSC differentiation.

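Relative to the 5962 genes over 10 FPKM in the Ribo-seq, the genes changed in the Ribo-seq came to 32.9%. Their number was 3.07 times that of the genes changed in the RNA-seq among those with a Ribo-seq row.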

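Over the 15 pairs of time points, 1964 of the 6382 genes compared in the Ribo-seq, or 30.8%, differed more than 1.6-fold and exceeded 10 FPKM in one of the time points of the pair. They include 1705 of the 1713 genes listed in Dataset EV6, which also had to be significant in the paper. Demanding that the bounds of the pair must not overlap left 1128 genes, and a fold threshold of 2 left 632. Among 200 simulated sets of unchanged genes with the standard errors implied by the Ribo-seq bounds, a mean of 1206 genes passed.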

In total, 1713 genes showed a >1.6-fold difference in translation level between any two time points (excluding the 0.5 h AHS sample) (Fig. 5A; Dataset EV6). 

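In the Ribo-seq at 38 h AHS, 126 genes were more than 1.6-fold higher than at no HS and 221 lower. The log2 change of orb was 1.02, of bru1 1.42, of alphaTub67C 2.52, of Rbp9 1.14 and of grk 2.16, each with bounds above those at no HS. For moon (1.22), png (1.38) and c(2)M (0.94) the bounds overlapped those at no HS. bgcn changed by -1.55, stau by -1.39 and Pxt by -1.32, with bounds below those at no HS, and Pxt had before that risen from 29.8 FPKM at no HS to 87.6 FPKM at 9 h AHS. The largest rises at 38 h AHS were those of Arc1 (3.45), alphaTub67C and grk, and the largest falls those of CG34330 (-2.65), CG33155 (-2.55) and CG32814 (-2.13). Of these falls, only that of CG32814 had bounds that did not overlap those at no HS.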

Comparing the 38 h AHS time point to “no HS”, 99 genes were upregulated, including *orb, grk, moon, png, c(2)M, bru1, alphaTub67C* and *Rbp9*, while 165 were downregulated at the level of translation, including *bgcn, stau* and *Pxt*. There were roughly twice as many downregulated genes as upregulated genes at each time point, with two waves of changes around an inflection point at 18 h AHS (Fig. 5B). Similarly to the RNA-seq analysis, we found that the majority (88%) of genes that increase or decrease in translation in the early wave (9 h AHS, 2cc), returned to “no HS” levels by 38 h AHS (16cc) (Fig. 5C). 

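Against no HS, 96 genes were higher and 262 lower in the Ribo-seq at 5 h AHS, 207 and 405 at 9 h, 63 and 105 at 18 h, and 65 and 209 at 28 h AHS. The ratio of lower to higher genes was 2.73 at 5 h, 1.96 at 9 h, 1.67 at 18 h, 3.22 at 28 h and 1.75 at 38 h AHS. These ratios depend on the scaling of the time points: with each time point rescaled to the same median, 103 genes were higher and 149 lower at 28 h AHS, and 46 higher and 129 lower at 18 h AHS. The total was lowest at 18 h AHS under the deposited scaling, with 168 genes against 358 at 5 h and 274 at 28 h AHS.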

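Of the 612 genes that differed in the Ribo-seq at 9 h AHS, 86.3% (Wilson 95% interval 83.3 to 88.8) did not differ in the same direction at 38 h AHS. The genes higher at 9 h AHS had a median log2 change of 0.80 at 9 h, 0.31 at 18 h and 0.13 at 38 h AHS, and those lower had medians of -0.86, -0.14 and -0.24. Among simulated unchanged genes, 73.1% of those called at 9 h AHS were not called in the same direction at 38 h AHS.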

The majority (77%) of translation changes in the late wave are contributed by genes that exhibited no change in the early wave. 

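Of the 347 genes that differed at 38 h AHS, 70.3% (Wilson 95% interval 65.3 to 74.9) had not differed in either direction at 9 h AHS, against 69.5% among simulated unchanged genes. The number that differed in the same direction at both time points was 84, and 19 differed in opposite directions.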

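At 18 h AHS, bgcn was at 9.76 FPKM in the Ribo-seq (95% bounds 6.82 to 12.7) against 36.4 FPKM (28.2 to 44.6) at no HS, and stau at 13.8 FPKM (9.67 to 17.9) against 25.6 FPKM (19.6 to 31.6), both with bounds below those at no HS. alphaTub67C was at 1.85 FPKM (0.201 to 3.49) in the Ribo-seq against 7.62 FPKM (4.31 to 10.9) at no HS, and exceeded the no HS level from 28 h AHS on, at 18.8 FPKM. In the RNA-seq its level at 18 h AHS was 15.4 FPKM (12.3 to 18.4) against 5.93 FPKM (4.59 to 7.27) at no HS. dhd was at 7.47 FPKM (0 to 16.8) in the Ribo-seq at 18 h AHS against 3.36 FPKM (0 to 8.42), within the bounds and under 10 FPKM, and in the RNA-seq at 27.3 FPKM (21.3 to 33.3) against 12.8 FPKM (9.69 to 15.8).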

At the 18- h inflection point, some key changes are observed, including the downregulation of *bgcn* and *staufen*, and the initial upregulation of some genes of the second wave, including *alphaTub67C* and *dhd*.

**Figure 5:**
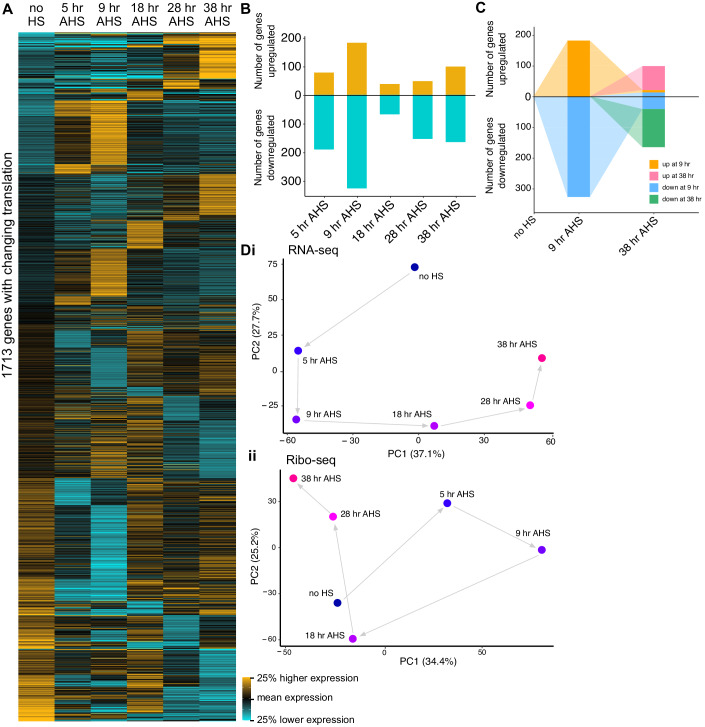
Ribo-seq in synchronised differentiating GSCs uncovers changes in translation during differentiation. (**A**) Heatmap illustrating translation level across the time course. Each row represents one gene of the 1713 genes that exhibit a significant 1.6-fold change in translation between any two time points. Expression level is scaled per gene such that black represents the mean translation (Ribo-seq FPKM) across the time course, gold represents a 25% higher translation than the mean, and cyan represents a 25% lower translation than the mean. Genes were grouped by fold change in Ribo-seq, starting with the final time point. (**B**) Number of >1.6-fold changes in Ribo-seq at each time point compared to “no HS”. Gold = upregulation, Cyan = downregulation. (**C**) Illustrating the overlap between genes with significant up- or downregulation in the Ribo-seq at 9 h AHS and 38 h AHS. Orange and blue represent genes with changing expression at 9 h AHS, and these are followed to 38 h AHS. Additional genes with changing expression at 38 h AHS are coloured pink and green. (**D**) PCA of the RNA-seq (i) and Ribo-seq (ii) in the differentiating GSC time course.

We performed gene ontology analysis and found that, as in the RNA-seq, the first wave of upregulation was enriched for genes involved in cell cycle and DNA replication, as well as cytoskeleton organisation (Fig. EV4A,B). 

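In the Ribo-seq the same list of DNA replication genes had a median log2 change of 0.36 at 5 h, 0.44 at 9 h, 0.18 at 18 h, 0.01 at 28 h and -0.08 at 38 h AHS, and none of these signs changed when each time point was rescaled to the same median. The medians at 5 and 9 h AHS exceeded all random lists of matched expression, and that at 18 h AHS exceeded 99.9% of them. At 9 h AHS, 40 of the 42 genes were above the no HS level and 11 passed 1.6-fold. DNApol-epsilon58 had a log2 change of 0.96 at 9 h AHS, Cdc45 of 0.85, DNApol-alpha180 of 0.59, Pol31 of 0.53, DNAlig1 of 0.34 and Pol32 of 0.15. The largest rises in the Ribo-seq at 9 h AHS were those of Arc1 (log2 change 4.28), CG17977 (1.95) and lawc (1.66), the last 2 with bounds that overlapped those at no HS. The ratio of Ribo-seq to RNA-seq of the list hardly moved at 9 h AHS, with a median log2 change of 0.03.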

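The 88 genes of cytosolic ribosomal proteins, chosen by symbol, had a median log2 change in the Ribo-seq of -0.18 at 5 h, -0.47 at 9 h, 0.01 at 18 h, -0.48 at 28 h and -0.18 at 38 h AHS, of which that at 18 h AHS changed sign, to -0.05, when each time point was rescaled to the same median. At 9 h AHS, 81 of the 88 were not above the no HS level and 28 were more than 1.6-fold lower, and the median lay below all of 10000 random lists of matched expression, whose own median was -0.17. In the RNA-seq the medians were -0.18, -0.06, 0.30, 0.12 and 0.04 at the same time points, and after rescaling that at 38 h AHS was -0.02. The median log2 change of the ratio of Ribo-seq to RNA-seq was -0.41 at 9 h and -0.60 at 28 h AHS. Both lay below all random lists of matched expression, although those fell too, with medians of -0.21 and -0.27. At 5, 18 and 38 h AHS the ratio of the ribosomal proteins changed by a median of -0.01, -0.27 and -0.21. Besides the ribosomal proteins, nos, Ppox (-2.50) and CG34330 (-2.46) had the largest falls in the Ribo-seq at 9 h AHS, that of CG34330 with overlapping bounds.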

The early wave of downregulation in the Ribo-seq was enriched for genes involved in translation, primarily the ribosomal proteins, suggesting that the previously observed downregulation of ribosome biogenesis during GSC differentiation (Neumüller et al, 2008; Zhang et al, 2014) is itself regulated at the level of translation. There was no significant enrichment in the second wave at the level of translation. Indeed, many of the upregulated transcripts that are enriched in the polar granules are translationally repressed at this stage, as for *osk*.

**Figure EV4:**
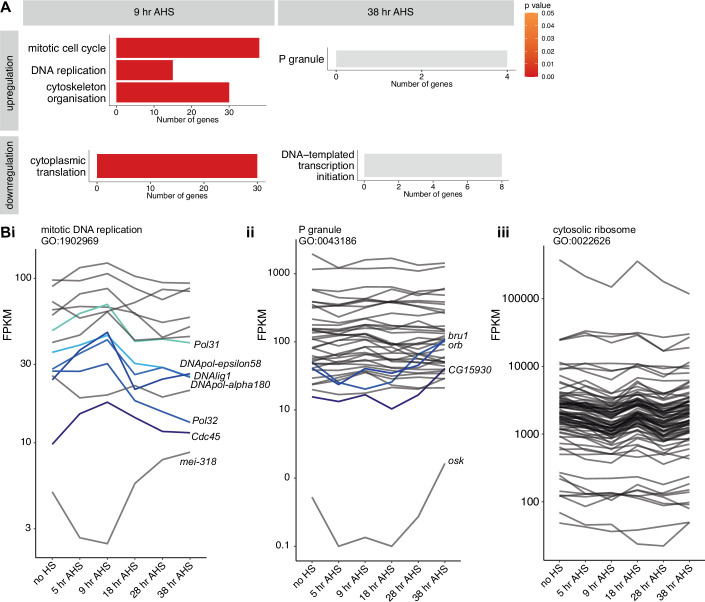
Ribo-seq reveals changes in translation during GSC differentiation. (**A**) Gene ontology enrichment analysis of genes upregulated or downregulated in the Ribo-seq at 9 h AHS or 38 h AHS compared to ‘no HS’. Colour of the bar indicates p value of the enrichment, grey = *P* > 0.05. Background is all genes expressed during the time course. GO enrichment analysis was performed using FlyMine (Lyne et al, 2007) with Holm–Bonferroni correction. (**B**) Ribo-seq FPKM for genes in three gene ontology groups: mitotic DNA replication (i), P granule (ii) and cytosolic ribosome (iii). Genes with a >1.6-fold change in gene expression are highlighted (except in iii due to too many genes).

To get a global perspective of the changes occurring at the transcriptome and translatome level, we used Principal Component Analysis (PCA) to examine the variance in the RNA-seq and Ribo-seq samples throughout our time course (Fig. 5D). In the RNA-seq, PC1 explains ~37% of the variance, in which the 9 h AHS and 38 h AHS samples are the most separated. 

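In a principal component analysis of the RNA-seq FPKM of the 6839 kept genes, scaled per gene, over the 6 time points from no HS to 38 h AHS, PC1 explained 35.8% of the variance. On PC1 the 5 h and 9 h AHS time points scored 56.5 and 56.2, the 28 h and 38 h AHS time points -51.6 and -55.9, no HS 3.76 and 18 h AHS -8.94. Leaving out non-coding genes moved the share most, to 37.1%. Each time point enters once, so the spread of replicates on the components was not examined.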

Illustrating an inflection point around 18 h AHS, this sample was the most similar to the “no HS” sample. 

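On PC1 the distance from no HS was 12.7 at 18 h AHS, against 52.8 at 5 h, 52.5 at 9 h, 55.4 at 28 h and 59.7 at 38 h AHS. On PC1 with PC2, 18 h AHS was instead the farthest, at 120 against 119 at 9 h and 78.7 at 5 h AHS. Without non-coding genes 9 h AHS was the farthest there, at 120, and 18 h AHS had rank 4, at 112. Over all the genes, rather than along PC1, the root mean square difference from no HS in units of each gene's SD was 1.36 at 5 h, 1.58 at 9 h, 1.52 at 18 h, 1.49 at 28 h and 1.43 at 38 h AHS, so that 5 h AHS was the nearest and 18 h AHS had rank 4 of 5. Its rank was also 4 with log2 values and with all genes over 2 FPKM. The rank was 3 without non-coding genes, and 1 with the trend of the changes with transcript length also removed, both of which were settings added after the values were seen.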

PC2 explains ~28% of the variance and groups the mid samples (9 h AHS, 18 h AHS and 28 h AHS) closer together. 

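PC2 of the RNA-seq explained 27.8% of the variance. The scores were 73.1 at no HS, 14.7 at 5 h, -33.3 at 9 h, -46.6 at 18 h, -21.8 at 28 h and 13.9 at 38 h AHS.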

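The same analysis of the Ribo-seq over 6436 genes gave 34.4% of the variance to PC1 and 25.2% to PC2. Scores on PC1 were -23.9 at no HS, 32.0 at 5 h, 80.1 at 9 h, -16.1 at 18 h, -25.9 at 28 h and -46.2 at 38 h AHS. The distance from no HS on PC1 was 7.82 at 18 h and 1.96 at 28 h AHS, against 104 at 9 h AHS, while on PC2 no HS scored 35.6, 18 h AHS 58.9 and 28 h AHS -20.8.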

In the Ribo-seq samples, PC1 explains ~34% of the variance and again shows the biggest difference between 9 h AHS and 38 h AHS, with “no HS” and 18 h AHS positioned close to each other. Thus, globally, our data reveal that both the transcriptome and translatome undergo two waves of remodelling during differentiation, with a stage in between in which differentiating cells present an expression program that is remarkably close to that of the stem cells.

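Over all the genes of the Ribo-seq, the root mean square difference from no HS was 1.38 at 5 h, 1.61 at 9 h, 1.22 at 18 h, 1.30 at 28 h and 1.37 at 38 h AHS. The 18 h AHS time point was the nearest to no HS in this assay under all 4 settings tried, and in at least 99 of 100 sets in which the error implied by the bounds was added to the values. The paper reasons from the separation of 9 h and 38 h AHS and from the position of 18 h AHS beside no HS that both the transcriptome and the translatome pass through 2 waves of change, with a stage between them close to that of the stem cells.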

### Transcripts that are translationally repressed during differentiation are often translated later during oocyte or embryo development

A cohort of genes are expressed but translationally repressed throughout our time course, so we asked whether they are translated later in development rather than reflecting spurious transcription. To explore this hypothesis, we examined the expression and translation of these genes in previously published RNA-seq and Ribo-seq experiments using the whole ovary as input (Greenblatt and Spradling, 2018) (Data ref: NCBI BioProject PRJNA466150 (2018)). Whole ovary datasets primarily represent expression and translation in maturing egg chambers, which make up the bulk of the tissue. 

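Among the 478 genes that never exceeded 10 FPKM in the Ribo-seq, 30 were more than 1.6-fold higher in the RNA-seq at 38 h AHS than at no HS, and 129 exceeded 15 FPKM in the RNA-seq at all 6 time points. No gene was in both groups. The first group includes osk, dhd, mtrm, wisp and yl, and the second includes gnu, smg and mei-218. At no HS the median level of the 129 genes was 21.9 FPKM in the RNA-seq and 5.58 FPKM in the Ribo-seq, against 29.4 and 40.8 FPKM for the genes over 10 FPKM in the Ribo-seq. With a Ribo-seq threshold of 5 FPKM the groups held 18 and 34 genes, and with one of 20 FPKM 43 and 633.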

We focussed on two groups of untranslated genes from our time course (<10 FPKM in the Ribo-seq throughout the time course): first the “upregulated” group (>1.6-fold increase in RNA level from “no HS” to 38 h AHS, 30 genes, Fig. 6A, blue points), and secondly the “constitutive” group (>15 FPKM at every time point of the RNA-seq, 129 genes, Fig. 6A, purple points).

**Figure 6:**
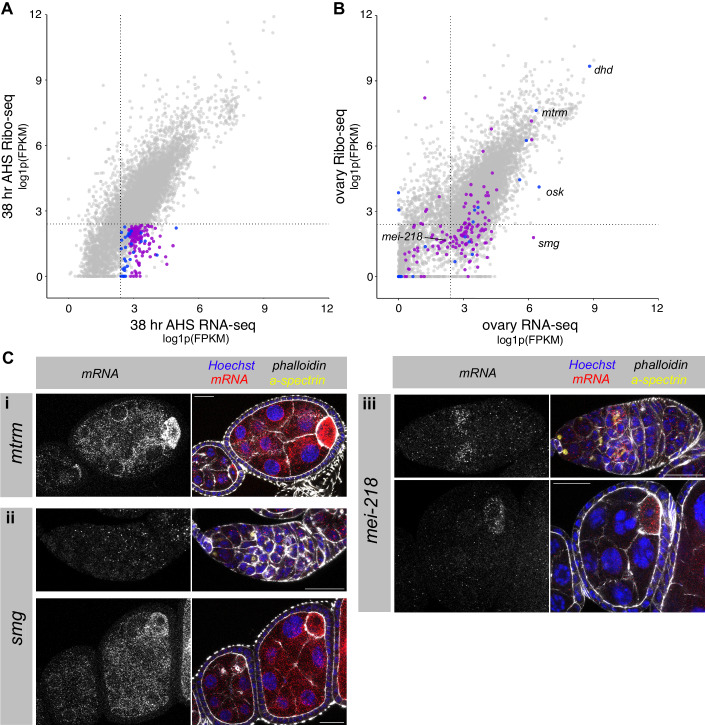
Translationally repressed genes during differentiation are often translated later in the egg chamber or embryo development. (**A**) FPKMs for each gene in the RNA-seq and Ribo-seq datasets at 38 h AHS, plotted as log1p(FPKM). Highlighted genes are untranslated (<10 FPKM throughout the time course). Blue represents upregulated genes (>1.6-fold increase in RNA level from “no HS” to 38 h AHS), purple represents constitutive genes (>15 FPKM in the RNA-seq at every point of the time course). Dotted lines represent 10 FPKM. (**B**) Plotting log1p(FPKM) in whole ovary RNA-seq and Ribo-seq (Greenblatt and Spradling, 2018). Genes coloured as in (**A**). Dotted lines represent 10 FPKM. (**C**) smFISH in *wild type* ovaries for (i) *mtrm*, (ii) *smg* and (iii) *mei-218. wild type* ovarioles are stained for DNA (Hoechst, blue), actin (phalloidin, gray), fusome (α-spectrin, yellow), and mRNA transcript of interest (smFISH, red and grayscale). Scale bars are 20 µm.

Analysis of the mRNA expression and translation of the “upregulated” group (30 genes) revealed that 12 of these genes were expressed to >10 FPKM in the whole ovary RNA-seq, and of those, 8 were translated to >10 FPKM in the whole ovary Ribo-seq (Fig. 6B, blue points). This group includes *osk*, which has been shown to be loaded into the developing oocyte and translated at the posterior pole (Ephrussi et al, 1991; Kim-Ha et al, 1991, 1995), as well as meiosis genes (including *dhd, mtrm* (Fig. 6Ci) (Xiang et al, 2007) and *wisp*), and *yolkless* (*yl*), which is involved in vitellogenesis of the egg (DiMario and Mahowald, 1987).

Of the “constitutive” group of genes, 90 were expressed to >10 FPKM in the whole ovary RNA-seq (Fig. 6B, purple points). In all, 30 of these were also translated to >10 FPKM in the whole ovary Ribo-seq, including *giant nuclei* (*gnu*), which regulates the PNG kinase complex driving the early embryonic nuclear divisions (Hara et al, 2017). The remaining 60 genes remain translationally repressed, including the RBP-encoding gene *smaug* (*smg*), which is known to be loaded as mRNA into the oocyte and is translationally repressed until egg activation, downstream of the PNG kinase (Tadros et al, 2007). Our data show that *smg* mRNA is expressed throughout early GSC differentiation (Fig. 6Cii), and so the translation repression mechanism must be active throughout differentiation and oogenesis. In this case, a robust translational repression mechanism may make any additional transcriptional regulation obsolete.

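smg, on chromosome 3L of dm6 from 8990317 to 8997989, was at 23.4 FPKM (95% bounds 18.9 to 27.9) in the RNA-seq at no HS, between 22.5 and 25.7 FPKM from 5 to 28 h AHS, and at 33.2 FPKM (26.8 to 39.7) at 38 h AHS, with bounds that overlapped those at no HS. In the Ribo-seq it stayed between 7.68 and 8.52 FPKM, although its upper bound reached 11.0 FPKM.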

We hypothesised that some genes that are translationally repressed during GSC differentiation but not expressed in the whole ovary RNA-seq, might be translated at a specific stage of egg chamber development but fall beneath the detection threshold in the whole ovary datasets. Indeed several genes expressed only during the first stages of differentiation in our dataset (e.g., *blanks, bgcn*), are not detected >10 FPKM in the whole ovary RNA-seq. For example, *mei-218*, which encodes a protein involved in meiotic recombination (Manheim et al, 2002), is not translated in our GSC differentiation time course, and does not meet the detection threshold in the whole ovary RNA-seq. 

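mei-218, on chromosome X of dm6 from 17135985 to 17142990, was at 30.5 FPKM (95% bounds 19.1 to 42.0) in the RNA-seq at no HS, 17.8 FPKM at 5 h, 17.9 FPKM at 9 h, 27.7 FPKM at 18 h, 38.4 FPKM at 28 h and 45.03 FPKM (30.7 to 59.3) at 38 h AHS. In the Ribo-seq it was at 5.03 FPKM at no HS, 2.44 FPKM at 9 h and 8.77 FPKM at 38 h AHS, where its bounds of 5.53 to 12.0 FPKM included the threshold of 10. The whole-ovary values were not analysed here.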

We performed smFISH and showed that *mei-218* mRNA is expressed throughout the germarium and upregulated at the 16cc stage (Fig. 6Ciii). *mei-218* mRNA is then downregulated but continues to be lowly expressed in developing egg chambers with enrichment in the oocyte. This is consistent with published in situ and antibody stainings showing that Mei-218 protein is upregulated in the 16cc during meiotic prophase (Manheim et al, 2002). These examples illustrate that translational repression is implemented widely during GSC differentiation to prepare the pool of transcripts in advance of a change of fate during development.

### Transcript-level changes can be intensified or buffered at the level of translation through regulation of translation efficiency

Accumulating evidence indicates that changes in the translatome are a composite of differences in mRNA level and differences in translation efficiency (TE) of each gene. TE is a measure that is proportional to ribosomes per transcript, and can be calculated for each gene as Ribo-seq reads divided by RNA-seq reads. When considering individual examples in our dataset, we find cases in which the changes in translation reflect similar changes in mRNA level, e.g. *orb* and *bgcn*, but for others the Ribo-seq is not paralleled by the RNA-seq (e.g. *osk* and *dhd*), implying that the latter group is regulated at the level of TE (Figs. 4C and 7A). 

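The ratio of Ribo-seq to RNA-seq FPKM of orb was 0.650 at no HS and 0.636 at 38 h AHS, and that of bgcn 0.898 and 1.00, although the levels of both genes changed more than 1.6-fold in each assay. At 18 h AHS both ratios were more than 1.6-fold lower than at no HS, at 0.382 for orb and 0.555 for bgcn. Neither passed 1.6-fold at another time point. For osk the ratio went from 0.720 at no HS to 0.0283 at 38 h AHS, a value that rests on Ribo-seq levels near 0. dhd rose to 142 FPKM (95% bounds 116 to 168) at 38 h AHS in the RNA-seq, while its Ribo-seq level of 8.17 FPKM was within the bounds at no HS. dhd also had a transient Ribo-seq level of 26.7 FPKM (9.52 to 43.9) at 0.5 h AHS.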

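cona, on chromosome 3R of dm6 from 18385828 to 18386887, was at 25.9 FPKM (95% bounds 20.0 to 31.7) in the RNA-seq at no HS and at 17.1 FPKM (13.2 to 21.1) at 38 h AHS, with overlapping bounds. Its Ribo-seq level fell from 187 FPKM (146 to 229) to 62.4 FPKM (45.3 to 79.5), with bounds that did not overlap. The ratio of Ribo-seq to RNA-seq FPKM went from 7.24 to 3.64.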

In the case of *corona* (*cona*), a gene encoding a component of the synaptonemal complex required for chromosome pairing, both transcription and translation decrease during differentiation, but the effect is much greater at the level of translation. To systematically and quantitatively determine the changes in TE for each gene, we applied deltaTE (Chothani et al, 2019) on RNA-seq and Ribo-seq data throughout our time course compared to “no HS”. 

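Translation efficiency was taken here as the ratio of Ribo-seq to RNA-seq FPKM, in place of the authors' model of read counts, which were not used here. A gene was counted when this ratio differed from no HS by more than 1.6-fold and its RNA-seq level exceeded 10 FPKM in one of the 2 time points. In all, 1232 genes did so at one or more time points, 603 of which are among those of Dataset EV7. At 5 h AHS the ratio was higher for 66 genes and lower for 224, at 9 h for 170 and 496, at 18 h for 89 and 136, at 28 h for 64 and 316, and at 38 h AHS for 98 and 336. The error of a ratio combines those of both assays, and among simulated unchanged genes a mean of 1839 passed at one or more time points, more than observed, so the bounds do not separate these counts from measurement error. With the Ribo-seq and RNA-seq bounds used for a normal p of 0.05, a setting added after the values were seen, 691 genes passed, and with a fold threshold of 2, 387.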

With a threshold of >1.6-fold change in TE (with *P* value <0.05 and FPKM of at least 10 in one of the compared RNA-seq samples), we identified 874 genes with changing TE during the time course (Fig. EV5; Dataset EV7).

**Figure 7:**
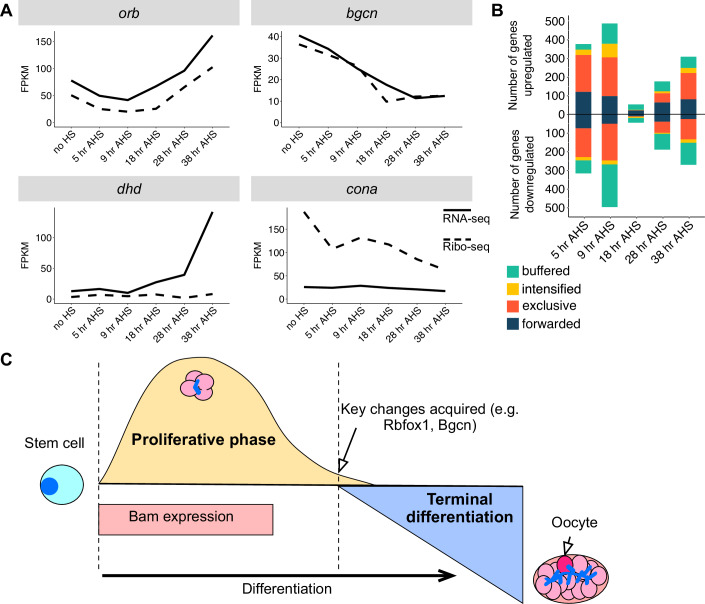
Transcript-level changes can be intensified or buffered at the level of translation through the regulation of translation efficiency. (**A**) Changing expression of different genes in the RNA-seq (solid line) or Ribo-seq (dashed line). Ribo-seq in *orb* and *bgcn* reflects the RNA-seq, but for *dhd* and *cona* there is additional regulation at the level of translational efficiency. (**B**) Number of genes classified into each of four regulatory groups (forwarded, exclusive, intensified or buffered) at each time point compared to “no HS”. Up- or downregulation is classified by the direction of change in Ribo-seq. (**C**) Model showing two waves of expression change during GSC differentiation.

**Figure EV5:**
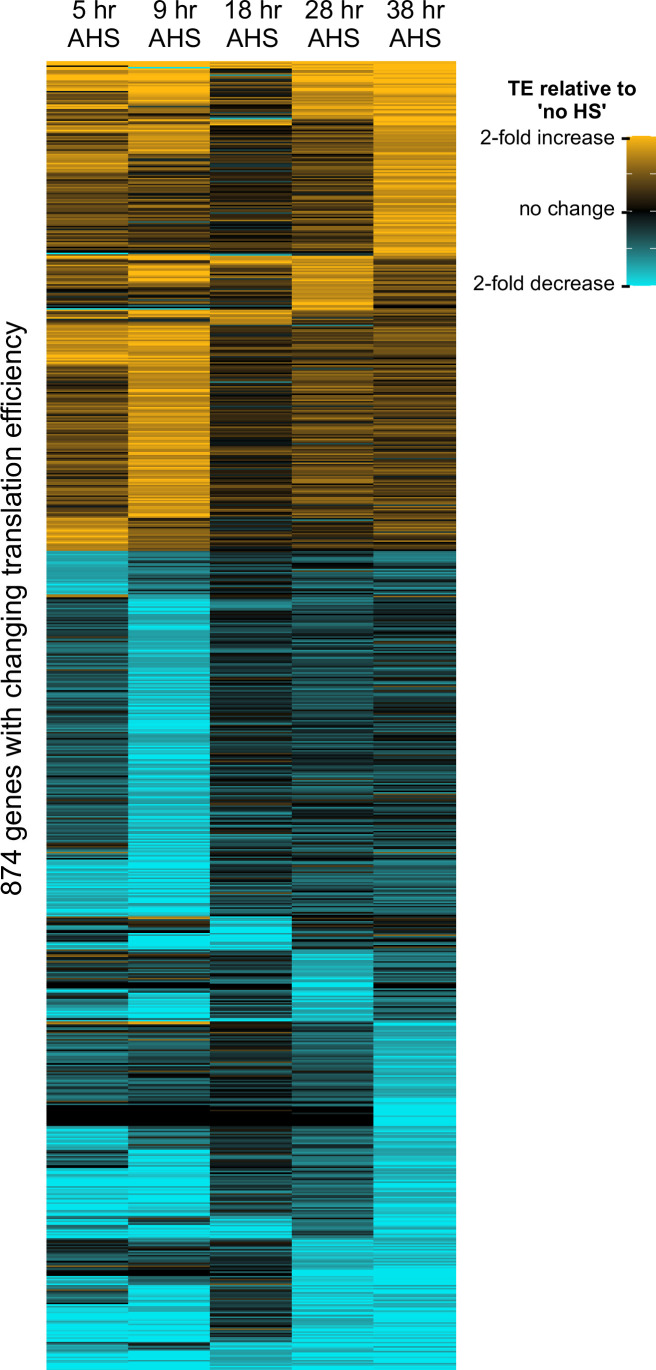
Many genes are regulated by TE. Heatmap showing fold change in TE, compared to the ‘no HS’ time point, for the 874 genes which exhibit a significant 1.6-fold change in translation between a given time point and ‘no HS’. cyan = twofold decrease compared to ‘no HS’, black = no change, gold = twofold increase.

To understand the different types of gene regulation in more detail, we grouped genes into four classes (Chothani et al, 2019): regulation only at the mRNA level (forwarded), only at the level of translation efficiency (exclusive), or by mRNA and translation efficiency changing in the same direction (intensified) or opposite directions (buffered). We classified gene regulation into these four categories at each time point relative to the “no HS” sample (Dataset EV8). 

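Genes were sorted at each time point into forwarded (mRNA changed without a change in TE), exclusive (TE changed without a change in mRNA), intensified and buffered. The names are those of Fig. 7B, but the classes came from the FPKM ratios. No class demanded a change in the Ribo-seq level itself, so a forwarded gene need not have changed there. At 5 h AHS there were 357 regulatory events, of which 67 were forwarded and 266 exclusive, and at 9 h AHS 776, of which 110 and 626. At 18 h AHS there were 276, of which 51 and 192, at 28 h AHS 463, of which 83 and 349, and at 38 h AHS 527, of which 93 and 391. A change of TE was part of 81.2% of the events at 5 h, 85.8% at 9 h, 81.5% at 18 h, 82.1% at 28 h and 82.4% at 38 h AHS. A change of mRNA level was part of 25.5%, 19.3%, 30.4%, 24.6% and 25.8%. This share was highest at 18 h AHS here, but with a fold threshold of 2 it was 22.4% at 18 h against 33.3% at 28 h and 36.5% at 38 h AHS.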

Overall, we found that translation regulation contributed to the regulation of more genes than mRNA level, with the exception of the 18 h AHS time point where 96% of regulatory events involved changing mRNA level (Fig. 7B). 

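In the classes made from the FPKM ratios, intensified genes numbered 4, 7, 12, 2 and 11 at 5, 9, 18, 28 and 38 h AHS, which is 1.12%, 0.902%, 4.35%, 0.432% and 2.09% of the regulatory events.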

Although “intensified” represents the most effective way to change protein expression, at each time point, only 4–10% of regulatory events are classified as such. Perhaps this finding reflects the complexity of establishing mechanisms for both transcriptional and translational regulation on any given gene. On the other hand, the ‘buffered’ category—in which translation control neutralises the changes in mRNA levels—was much larger, at each time point making up 14–56% of regulatory events. In these cases, changing TE maintains the status quo at the level of translation, while the transcriptome is remodelled, perhaps in preparation for the coming stages of differentiation. These results emphasise that changes in mRNA level are a less consequential output than measurements obtained by Ribo-seq, and that translation efficiency is a major lever to regulate protein expression during germline stem cell fate transitions.

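Buffered genes numbered 20 at 5 h, 33 at 9 h, 21 at 18 h, 29 at 28 h and 32 at 38 h AHS, or 5.60%, 4.25%, 7.61%, 6.26% and 6.07% of the regulatory events. They outnumbered intensified genes at each time point, but with a fold threshold of 2 they made up 2.04% at 18 h AHS against 5.10% for intensified genes. The RNA-seq value sets the mRNA change and is also the divisor of the ratio. Its error alone therefore favours buffered over intensified calls, and how far it does so was not tested.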

## Discussion

During differentiation, stem cell progeny undergo a fate change that can transform cellular morphology, metabolism and function, but how regulated gene expression programs coordinate differentiation has been obscured by technical challenges. We have developed a protocol to synchronise GSC differentiation in vivo, allowing us to collect tissue samples to perform RNA-seq and Ribo-seq at high developmental resolution through differentiation. This dataset provides a rich insight into the remodelling of the transcriptome and translatome during cell fate change and unveils two waves of global gene expression changes. Surprisingly, between these waves, the gene expression pattern resolves to a stem cell-like state with only a small number of crucial changes.

The RNA-seq data of synchronised differentiating GSCs was validated through imaging approaches, and reproduces the gene expression patterns identified through scRNA-seq (Jevitt et al, 2020; Rust et al, 2020; Slaidina et al, 2021; Sun et al, 2023). However, the increased depth of the data provided by RNA-seq allowed us to identify more differentially expressed genes in our dataset, which was instrumental to uncover the two wave program. Importantly, we found that the translatome undergoes threefold more changes than the transcriptome during GSC differentiation, which could explain why it has been difficult to specifically distinguish signatures for each stage of differentiation from scRNA-seq data. While the role for translation control is not surprising, given that translation regulators have been shown to be drivers of GSC differentiation (Li et al, 2009; Carreira-Rosario et al, 2016; Teixeira and Lehmann, 2019), the magnitude of the effect was not anticipated. Importantly, we found that changes in mRNA level were not predictive of changes in translation: just a third of the observed changes in the RNA-seq also show a concomitant change in the Ribo-seq. This finding is in line with previous reports that transcript level (as measured by RNA-seq) is not a good proxy for protein level (Vogel and Marcotte, 2012). 

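Counting each gene at each time point at which its RNA-seq level differed more than 1.6-fold from no HS, 215 of 575 changes, or 37.4%, went with a Ribo-seq change in the same direction at the same time point. The shares were 36.3% at 5 h, 42.0% at 9 h, 34.5% at 18 h, 34.2% at 28 h and 37.5% at 38 h AHS. Between 0 and 4 genes per time point changed in opposite directions in the assays.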

RNA-seq enables insight into the regulatory processes upstream of protein production, but on its own provides limited explanation of the cell biological changes happening during cell fate transitions.

We analysed how mRNA level and translation efficiency each contribute to changes in translation during differentiation. Changing both the mRNA level and translation efficiency in the same direction has an amplifying effect, but this “intensified” category made up a minority of regulatory events, perhaps because multiple regulatory mechanisms would be superfluous. When both mRNA level and translation efficiency acted on the same gene, they most frequently acted in the opposite direction (buffering the level of translation). The buffered category includes genes which are upregulated at the mRNA level but remain translationally repressed, enabling a preparatory transformation of the transcriptome without immediately affecting the protein complement of the cell. Indeed, we found that many of these genes are translated later in oogenesis or embryonic development. Alternatively, in some cases buffering may be a mechanism of modulating the translation efficiency to enact a more precise regulation than by changing mRNA level alone.

At both the level of transcription and translation, we observed two distinct waves of gene expression changes (Fig. 7C): at 5–9 h and 28–38 h AHS there were many changes relative to “no HS”, while 18 h AHS is most similar to the “no HS” undifferentiated sample, indicating an inflection point. Interestingly, the genes changing in each wave had minimal overlap, suggesting that differentiation to a new fate involves two separate phases rather than by the gradual accumulation of changes. Supporting this idea, we did not observe a large cohort of “stem cell-specific genes”. Only two genes were downregulated continually during differentiation at the level of transcription, and only six at the level of translation. Many of these have not been characterised, but they included the transcription factor Trf5. Instead, most changes were observed in two distinct waves during differentiation. 

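Of the 6382 genes compared in the Ribo-seq, 9 were more than 1.6-fold lower than at no HS at all 5 time points from 5 to 38 h AHS: CG11825, CG13540, CG14229, CG14545, CG34112, CG45078, CG6967, Ppox and Trf5. One gene, lawc, was higher at all of them. Trf5, on chromosome 2L of dm6 from 2695330 to 2696437 inside a longer locus shared with neighbouring genes, was at 16.6 FPKM (95% bounds 9.49 to 23.7) in the Ribo-seq at no HS and at 6.24, 3.87, 2.10, 2.07 and 4.22 FPKM at 5, 9, 18, 28 and 38 h AHS, with bounds below those at no HS from 9 h AHS on. In the RNA-seq it was at 11.8 FPKM (7.65 to 15.9) at no HS and 1.52 FPKM at 28 h AHS. With a fold threshold of 2, 3 genes were lower at all 5 time points, and none was higher. Among simulated unchanged genes a mean of 13.8 passed at all 5 time points in the same direction, more than the 10 observed.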

Early in differentiation, there was an upregulation of genes involved in the cell cycle and DNA replication, which may drive the four mitotic divisions that occur during differentiation. Later in differentiation, this group of genes are no longer upregulated. It has been previously proposed that when the RNA-binding protein Bruno (Bru1) is expressed late in differentiation, it translationally represses mitotic factors leading to exit from the cell cycle (Sugimura and Lilly, 2006; Parisi et al, 2001; Wang and Lin, 2007). In contrast, our findings suggest that many cell cycle factors are regulated primarily at the mRNA level, not at the translation level. During early differentiation, the downregulated genes in the Ribo-seq were enriched for terms involving the ribosome, regulated by decreased TE. This finding is consistent with previous literature that ribosome biogenesis is downregulated during differentiation (Neumüller et al, 2008; Zhang et al, 2014; Martin et al, 2022) and suggests that ribosome biogenesis is regulated at the level of translation. At late stages of differentiation, the transcriptome showed an upregulation of genes enriched in polar granules. This was not reflected in the Ribo-seq, likely because many of these genes were shown to be translationally repressed at the early stages of oogenesis (Lehmann, 2016).

Between the two waves, the inflection point at 18 h AHS shows surprisingly few differences to the GSC-like “no HS” sample, but has a very different forward trajectory of gene expression changes (Fig. 7C). The first wave is driven by the introduction of Bam protein via the heat shock, and Bam levels have resolved near to background levels by 18 h AHS. However, the cells at 18 h AHS do not return to a stable GSC-like fate, and instead embark on the second phase of differentiation without further extrinsic stimulus. Intruigingly, it has previously been shown that 4cc and 8cc stage differentiating female germ cells can dedifferentiate back to GSCs (Kai and Spradling, 2004), perhaps reflecting the inflection point before terminal differentiation. Of note, the timing of the first wave may be shortened in the synchronisation system because Bam persists for a shorter time compared to *wild type* differentiation.

We hypothesise that changes persisting through the first phase are responsible for directing the intermediate stage into the second phase of differentiation. Directly comparing the 18 h AHS and the “no HS” samples, two changes stand out: the loss of *bgcn* mRNA and the change in *Rbfox1* splicing to produce the cytoplasmic isoform. Bgcn acts with Bam to antagonise the action of Pumilio (Pum), a translational repressor which blocks differentiation of the GSC (Li et al, 2009; Kim et al, 2010). At 18 h AHS neither Bam nor Bgcn is present, but the alternatively spliced cytoplasmic Rbfox1 isoform has emerged. Rbfox1 is thought to control the transition from the mitotic to post-mitotic stages of differentiation (Tastan et al, 2010) and prevent the reversion into a stem cell fate by repressing translation of *pum* (Carreira-Rosario et al, 2016). We speculate that a second pulse of Bam at 18 h AHS would lead to a very different regulatory trajectory, due to the loss of Bgcn and the presence of cytoplasmic Rbfox1. Furthermore, it is likely that some additional changes at the protein level persist from the first wave to the 18 h inflection point. Quantitative mass spectrometry could be applied to examine these protein level changes during differentiation.

The datasets presented here can be interrogated at a single pathway or gene level to provide insight into a large diversity of biological questions during differentiation and will be a valuable resource for stem cell and developmental biologists. We have uncovered two phases of gene expression change during differentiation, first driving a mitotic phase, then returning to a stem cell-like expression program before promoting terminal differentiation. Many adult stem cells that undergo a transit-amplifying stage to increase cell number before terminal differentiation, including in the larval brain as well as intestine, skin and hematopoietic systems (Homem and Knoblich, 2012; Watt, 2001; Micchelli and Perrimon, 2006; Blanpain and Fuchs, 2006; Comazzetto et al, 2021). Therefore, the gene regulatory mechanisms uncovered here may be broadly applicable to understand fate changes during differentiation.

## Methods

### Resource availability

Further information and requests for resources or reagents should be directed to the lead contact Felipe Karam Teixeira (). Any additional information required to reanalyse the data reported in this paper is available from the lead contact upon request.

### *Drosophila* husbandry and genetics

Unless otherwise stated, stocks and crosses were maintained on standard propionic food at 25 °C for experiments. The *Drosophila melanogaster* stocks used were:

**Table:** 

*Drosophila* stock	genotype	Origin/RRID
wild type	*w[1118]*	R. Lehmann lab
*bam* mutant	*ry[506] e[1] bam[Δ86]/TM3, ry[RK] Sb[1] Ser[1]*	RRID:BDSC_5427
*bam*^*-/-*^*,hs-bam*	*w[1118]; nosP-GAL4-NGT40/CyO; bamΔ86, P{w[+mC]=hs-bam.O}11d/TM6B*	hs-bam construct from D. McKearin
Mod FlyFOS	*PBac{fTRG00197.sfGFP-TVPTBF}VK00033*	VDRC v318495 RRID:Flybase_FBst0491406
Dp1 FlyFOS	*PBac{fTRG01340.sfGFP-TVPTBF}VK00033*	VDRC v318850 RRID:Flybase_FBst0492036
Cirl FlyFOS	*PBac{fTRG01155.sfGFP-TVPTBF}VK00033*	VDRC v318773 RRID:Flybase_FBst0491947

### Synchronising GSC differentiation

Virgin females (*w[1118]; nosP-GAL4-NGT40/CyO; bamΔ86, P{w[+mC]=hs-bam.O}11d/TM6B*) were crossed to males (*w;; bamΔ86/Tm6C*). Female F1s (*w;nosP-GAL4-NGT40/+;bamΔ86, P{w[+mC]=hs-bam.O}11d/bamΔ86*) were collected overnight and fattened on yeast for three days. Flies were heatshocked in pre-warmed vials without yeast for 1 h at 37 °C, followed by 2 h at 34 °C. Flies were flipped to fresh vials with yeast, returned to 25 °C and time after heat shock (AHS) was measured from this point.

### smFISH probe labelling

smFISH probes (32 probes per gene) were designed using the Stellaris Probe Designer (Biosearch Technologies) and ordered as unlabelled DNA oligos. Labelling was done according to Gaspar et al, 2017 (Gaspar et al, 2017). Briefly, unlabelled ddUTP was conjugated to an ATTO dye NHS ester (ATTO565 or ATTO633, Atto-tec), then the labelled ddUTP was added to the 3’-end of each probe with terminal deoxynucleotidyl transferase. Probes were purified by ethanol precipitation.

### Antibody staining

Ovaries were dissected in cold PBS and fixed for 25 min at room temperature in 4% formaldehyde in 0.3% PBSTX (0.3% Triton-X). Ovaries were washed with 3 × 15 min in 0.3% PBSTX, then incubated in Block (0.2 µg/µl BSA in 0.3% PBSTX) for 1 h at room temperature. Primary antibodies were added to the Block at the appropriate concentration for incubation overnight at 4 °C. The following day, washes and secondary antibody incubation were performed in Block, with the addition of Hoechst 33342 DNA stain (ThermoFisher Scientific) in one wash step.

**Table:** 

Antibody	Concentration	Origin/RRID
Alpha-spectrin (mouse)	1:100	DSHB Cat#3A9(323 or M10-2) RRID:AB_528473
Vasa (rabbit)	1:1000	Ruth Lehmann
Bam (mouse)	1:20	DSHB bamRRID:AB_10570327
Orb (mouse)	1:200	DSHB 4H8 RRID:AB_528418
C(3)G (mouse)	1:500	1A8, (Anderson et al, 2005)
GFP Booster ATTO 488	1:500	Chromotek (gba488-100) RRID:AB_2631386

### smFISH

Ovaries were dissected and fixed as above for IF. After 3× washes in 0.3% PBSTX, samples were transferred to Wash buffer (2× saline sodium citrate (SSC), 10% deionised formamide in nuclease-free water) for 10 min at room temperature. smFISH probes (Table EV1), primary antibodies and phalloidin (Alexa Fluor 405 or 488 Phalloidin, ThermoFisher Scientific) were diluted in Hybridisation buffer (2× SSC, 10% deionised formamide, 20 mM vanadyl ribonucleoside complex, 0.1 mg/ml BSA, competitor (1:50 dilution of 5 mg/ml *E. coli* tRNA and 5 mg/ml salmon sperm ssDNA) in nuclease-free water). Ovaries were incubated in Hybridisation buffer at 37 °C overnight (less than 16 h). Ovaries were washed 3 × 15 min in Wash buffer, then incubated with secondary antibodies in Wash buffer for 2 h at room temperature. Ovaries were finally washed in Wash buffer, with the addition of Hoechst in one wash step.

### Imaging

Samples were mounted in VectaShield mounting media (Vector Laboratories). Images were acquired on a Leica SP8 confocal microscope with a 20× dry objective or 40× oil objective. Image processing was using Fiji (Schindelin et al, 2012).

### Western blot

In total, 30 pairs of ovaries were collected for each sample and lysed in Laemmli buffer with B-mercaptoethanol. Ovaries were homogenised with an electric pestle and then incubated at 95 °C for 5 min. Samples were run on a Novex Value 4–12% Tris-Glycine Mini Protein Gel. Proteins were transferred to a PVDF membrane by wet transfer. Blots were blocked with 5% skimmed milk in TBST (TBS with 1% Tween) for 1 h at room temperature. Primary antibody incubation was at 4 °C overnight, then blots were washed and incubated with secondary antibodies in TBSTS (TBST with 0.01% SDS) for 30 min at room temperature. Blots were imaged with a Licor Odyssey imager.

**Table:** 

Antibody	Concentration	Origin
Vasa (rabbit)	1:5000	Ruth Lehmann
Bam (mouse)	1:500	DSHB bam RRID:AB_10570327

### RNA-seq

Ovaries were dissected for each sample in cold Dissection buffer (PBS 1×, 0.01% Tween 20, 100 µg/ml cycloheximide) and immediately stored at −80 °C after dissection. Frozen samples were homogenised in Polysome extraction buffer (50 mM Tris pH 7.5, 5 mM MgCl_2_, 150 mM NaCl, 0.5% Triton X-100, 1 mM DTT, 100 µg/ml cycloheximide, protease inhibitor, 25 µ/ml Turbo DNAse) using an electrical pestle and then further disrupted by passing 20 times through a 26-gauge needle. The lysate was centrifuged at 20,000 × *g* for 10 min at 4 °C to pellet tissue debris. Total RNA was isolated by hot phenol–chloroform extraction and quantified using Qubit RNA High Sensitivity Assay Kit (Invitrogen). Overall, 1.5 µg of total RNA was used for rRNA depletion by binding of complementary oligos and treatment with RNase H (Morlan et al, 2012; ElMaghraby et al, 2019). Libraries were generated using NEBNext^®^Ultra^TM^ Directional RNA Library Prep Kit for Illumina^®^ according to the manufacturer’s instructions. Libraries were multiplexed using the NEBNext^®^ Multiplex Oligos for Illumina^®^ and sequenced in paired-end 150-nt long reads on an Illumina NovaSeq 6000.

### Ribo-seq

In total, 250 pairs of ovaries were dissected for each sample in cold Dissection buffer (PBS 1×, 0.01% Tween 20, 100 µg/ml cycloheximide) and stored at −80 °C. As for RNA-seq, frozen samples were homogenised with an electrical pestle in Polysome extraction buffer (50 mM Tris pH 7.5, 5 mM MgCl_2_, 150 mM NaCl, 0.5% Triton X-100, 1 mM DTT, 100 µg/ml cycloheximide, protease inhibitor, 25 u/ml Turbo DNAse), then passed 20 times through a 26-gauge needle. The lysate was centrifuged at 20,000× *g* for 10 min at 4 °C to pellet tissue debris. 100–140 µg of total RNA was used for Ribo-seq. Total RNA was treated with 1.25 units of RNase I (Ambion) per µg RNA, and the quenched with SuperaseIn (0.8 units per µg RNA). The sample was brought to 1 ml by adding Polysome extraction buffer and subjected to a 3 ml 34% sucrose cushion, by centrifugation at 70,000 rpm for 5.5 h at 4 °C. The resulting pellet was resuspended in nuclease-free water with 1% SDS. RNA was extracted with hot phenol–chloroform and purified by Zymo RNA Clean and Concentrator kit. rRNA was depleted as for the RNA-seq through binding of complementary oligos (ElMaghraby et al, 2019) and treatment with RNase H (Morlan et al, 2012). Size selection was performed on a 15% Urea PAGE Gel, cutting the band corresponding to 28 to 34 bp. RNA was purified by ZYMO small-RNA PAGE recovery kit. RNA was treated with 1 µl of T4 PNK for end repair and libraries were produced with the NEBNext Small RNA Library Kit, according to the manufacturer’s instructions. Libraries were size selected at 148–154 nucleotides, corresponding to ligated constructs from 28 to 34 nt RNA fragments. Libraries were multiplexed using the NEBNext^®^ Multiplex Oligos for Illumina^®^ and sequenced in single-end 50-nt long reads on an Illumina HiSeq 4000.

### Data analysis

Trim galore, integrating the trimmer tool cutadapt (Martin, 2011), was used for adapter trimming and quality control of both (paired-end) RNA-seq and (single-end) Ribo-seq data. Subsequently, random 4 nucleotides (4 N adapters) from both 3′- and 5′-ends, introduced during library preparation, were removed from Ribo-seq reads after excluding redundant reads. Trimmed reads were aligned to non-coding RNA reference sequences (flybase, dmel_r6.39) using Bowtie (Langmead et al, 2009) for Ribo-seq and Bowtie2 (Langmead and Salzberg, 2012) for RNA-seq data and then non-matching reads were mapped to the *Drosophila melanogaster* reference genome dm6 using STAR (Dobin et al, 2013). For quality control and benchmarking of Ribo-seq data we used the R package ribosomeProfilingQC (Ou and Hoye, 2022). Transcript abundance was quantified and differentially expressed genes were identified using Cuffdiff v2.2.1 (Trapnell et al, 2010). Splicing analysis was performed with Jum (version 1.3.12) (Wang and Rio, 2018), after 2-pass mapping with STAR. For analysis of translation efficiency, read counts were generated using featureCounts (Liao et al, 2014). Differences in translation efficiency and classification of gene regulation was analysed using deltaTE (Chothani et al, 2019). All analyses were performed with two samples, each with two biological replicates. For comparison to whole ovary, RNA-seq and Ribo-seq datasets from (Greenblatt and Spradling, 2018) (Data ref: NCBI BioProject PRJNA466150 (2018), three mCherry RNAi control samples) were reanalysed with cufflinks. GO enrichment analysis was performed using FlyMine (Lyne et al, 2007) with Holm–Bonferroni correction. PCA analysis was performed using the prcomp function in R, using scaled variables.

Imaging experiments were repeated for at least three biological replicates. For sequencing experiments, we performed two biological replicates. No statistical methods were used to predetermine sample size. No statistics were performed on imaging data. Experiments were neither intentionally randomized nor intentionally ordered. Investigators were not blinded to allocation during experiments or outcome assessment.

## Supplementary information

Table EV1

Data Set EV1

Data Set EV2

Data Set EV3

Data Set EV4

Data Set EV5

Data Set EV6

Data Set EV7

Data Set EV8

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 4

Peer Review File

Expanded View Figures

## Data Availability

RNA-seq and Ribo-seq data: Gene Expression Omnibus, GSE246393. Imaging data: BioImage Archive, S-BIAD1009. This paper does not report the original code.

# Supplementary material for: Two distinct waves of transcriptome and translatome changes drive Drosophila germline stem cell differentiation
**Source:** EMBO J. 2024 Mar 13;43(8):10. doi: 10.1038/s44318-024-00070-z
**Supplement:** Supplementary file 14 — Expanded View Figures

## Expanded View Figures

### Figure EV1. RNA-seq in synchronised differentiating GSCs recapitulates changes in gene expression during normal differentiation.

(A) As in Fig. 2A, smFISH in *wild type* germaria (right) was used to validate the RNA-seq results (left). Staining for DNA (Hoechst, blue), actin (phalloidin, gray), fusome ( $\alpha$ -spectrin, yellow), and mRNA transcript of interest (smFISH, red and grayscale): (i) *cuff*, (ii) *thymidylate synthase*, (iii) *CG11674*, (iv) *CG32814* (*eggplant*), (v) *CG14545*, (vi) *blanks*. Scale bars are 15  $\mu$ m. (B) Heatmap illustrating RNA-seq expression level across our time course, of marker genes identified by scRNA-seq pseudotime analysis by Rust et al, 2020 (illustrated in Fig. 2m in that paper, and approximate expression domain labelled here left) for each time point from GSC to 16cc. Each row represents one gene and expression level is scaled per gene: black— mean expression across the time course, gold—25% higher expression than the mean, cyan—25% lower expression than the mean. (C) The 0.5 h AHS sample was used to exclude 67 genes which showed a significant change of >threefold between the 0.5 AHS and the no HS samples (with expression >10 FPKM in one of these samples). The expression of these 67 genes is shown as log2foldchange at each time point relative to no HS. (D) Gene ontology enrichment analysis of the excluded 67 genes shown in (C) found a significant enrichment in terms associated with a heat shock response. Colour of the bar indicates *P* value of the enrichment. Background is the whole genome. GO enrichment analysis was performed using FlyMine (Lyne et al, 2007) with Holm-Bonferroni correction.

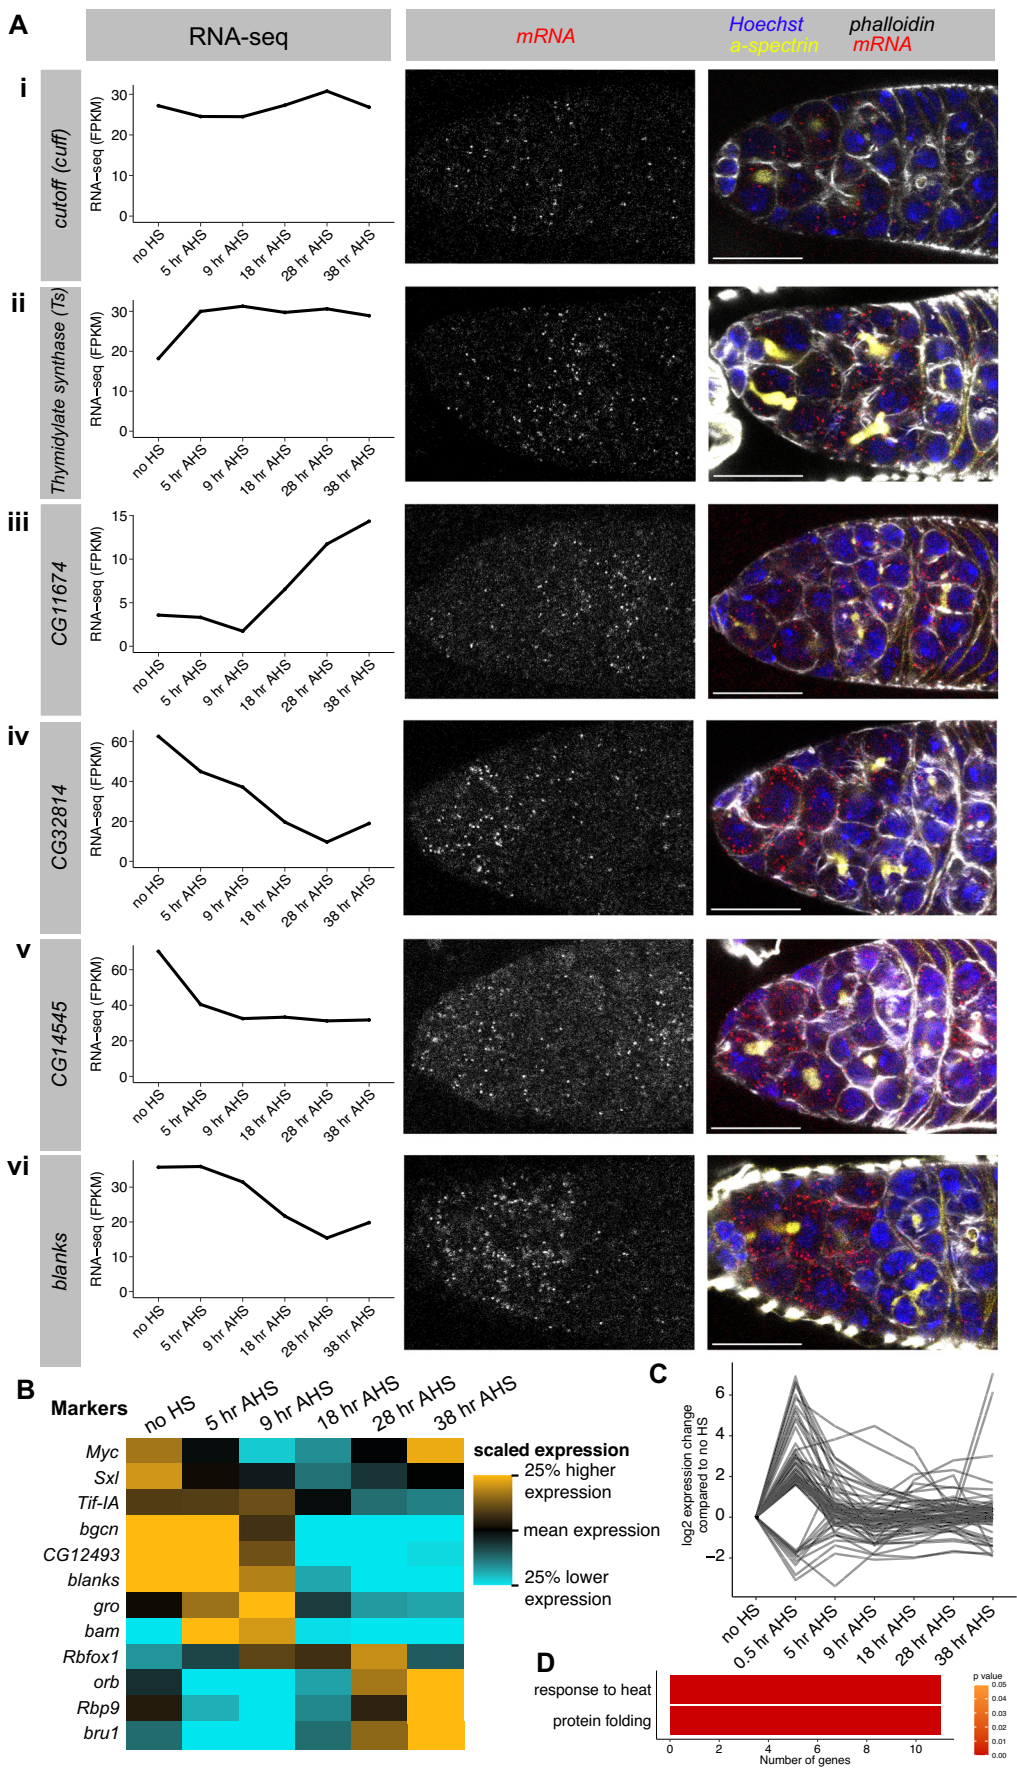

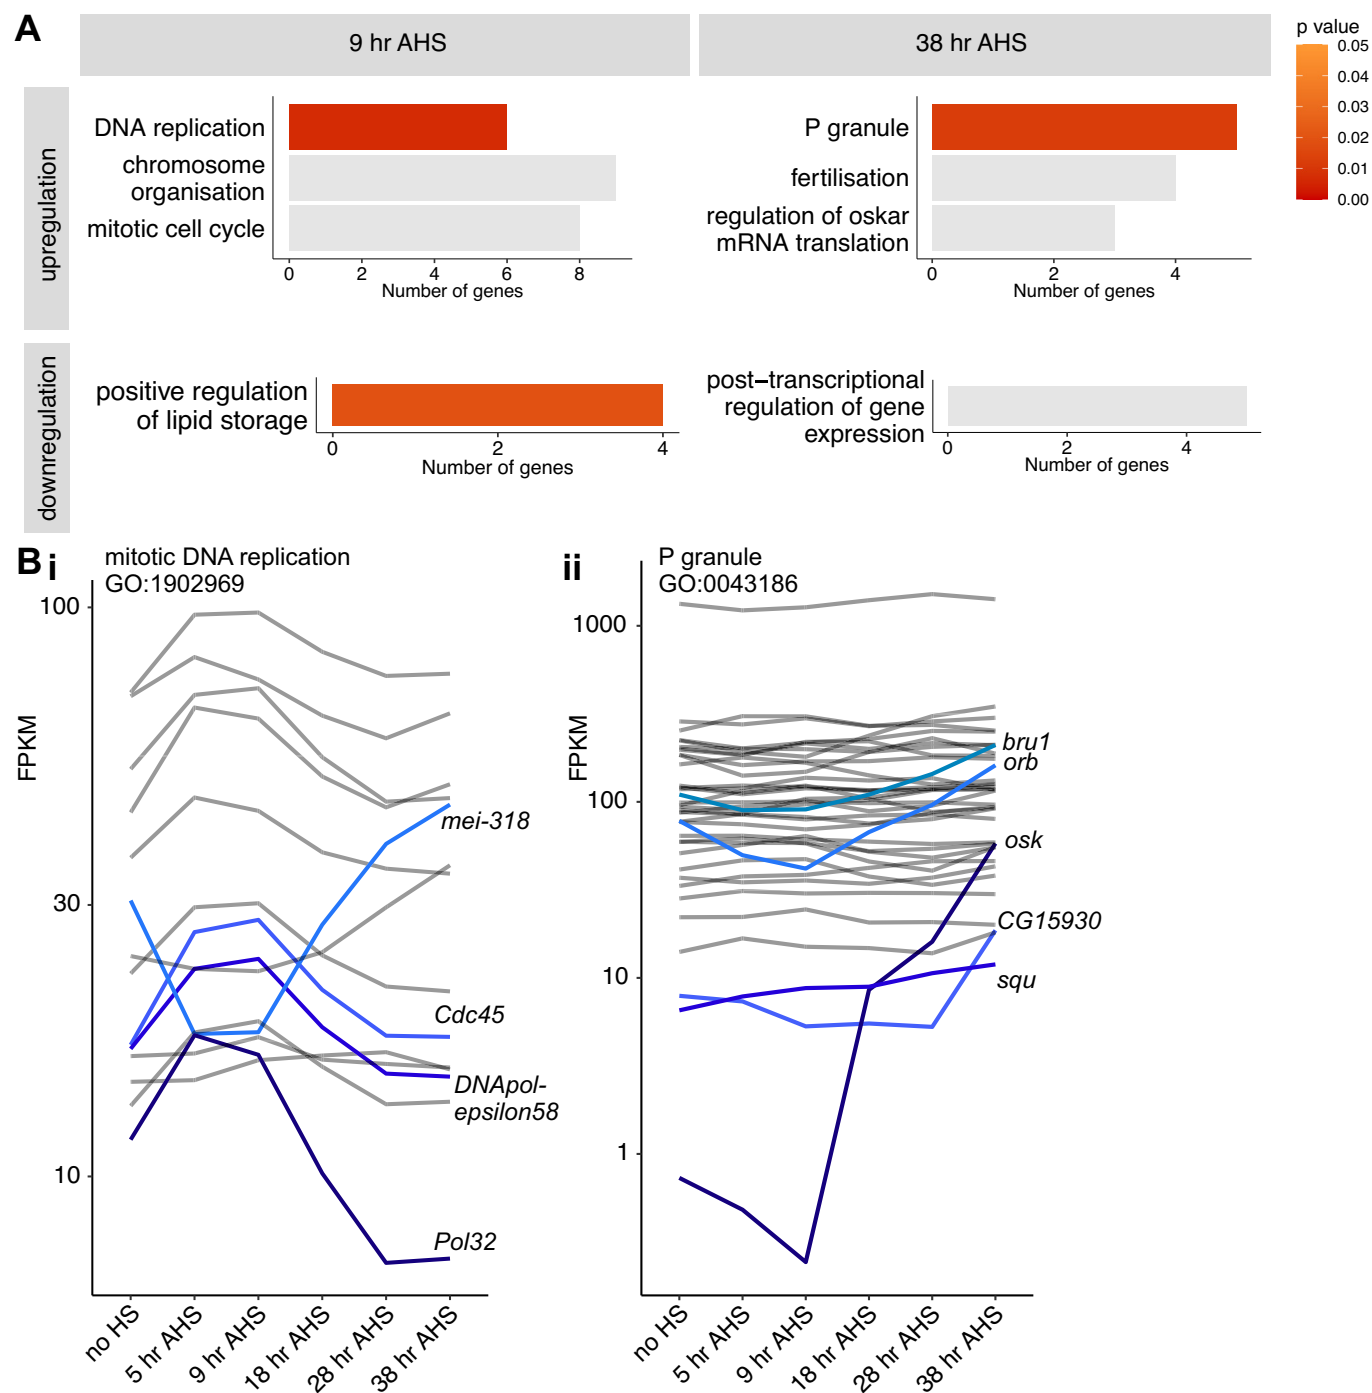

**Figure EV2. RNA-seq reveals changes in mRNA level during differentiation.**

(A) Gene ontology enrichment analysis of genes upregulated or downregulated in the RNA-seq at 9 h AHS or 38 h AHS compared to 'no HS'. Colour of the bar indicates p value of the enrichment, grey =  $P > 0.05$ . Background is all genes expressed during the time course. GO enrichment analysis was performed using FlyMine (Lyne et al, 2007) with Holm-Bonferroni correction. (B) RNA-seq FPKM for genes in two gene ontology groups: mitotic DNA replication (i) and P granule (ii). Genes with a >1.6-fold change in gene expression are highlighted.

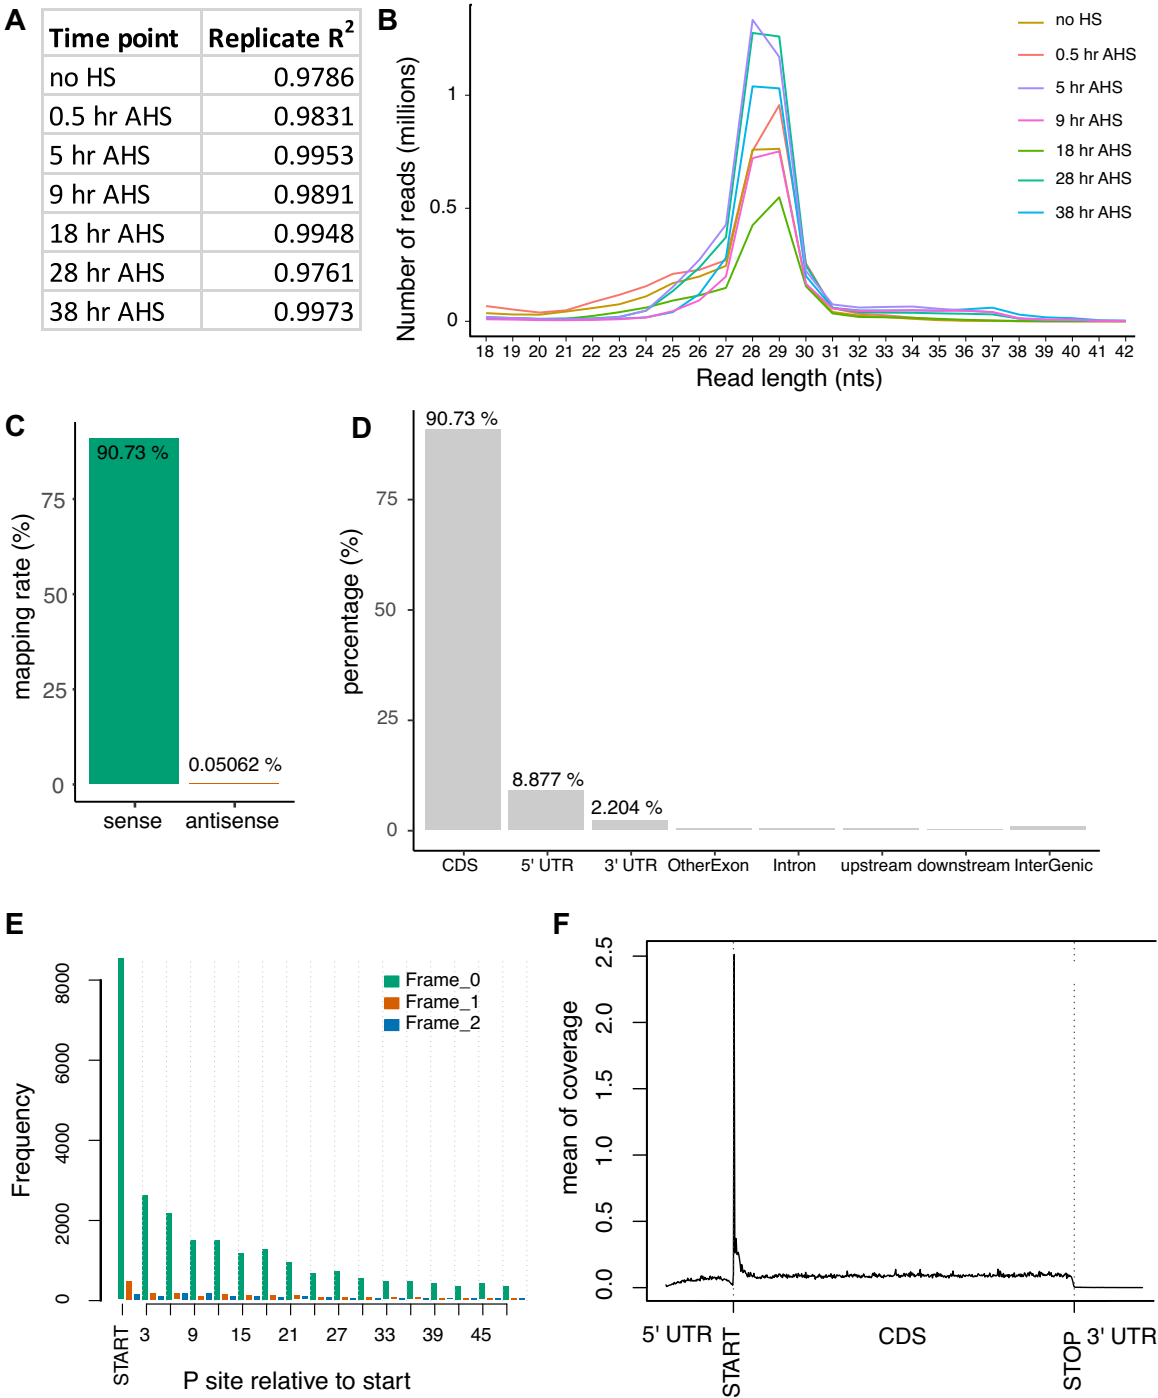

**Figure EV3. Ribo-seq quality control.**

(A)  $R^2$  show good correlation between Ribo-seq replicate samples at each time point. (B) Distribution of read length in nucleotides for Ribo-seq libraries at each time point. (C-F) Ribo-seq quality control for the 'no HS' sample only for illustration. (C) 90.73% of reads mapped to the CDS on the sense strand of genes compared to 0.05% mapping to the CDS on the antisense strand. (D) 8.88% of reads map to the 5' UTR, 2.20% map to the 3' UTR, and mapping to introns and intergenic regions is negligible. (E) P-site mapping shows a strong three nucleotide periodicity, with highest frequency at the start codon. (F) Metagene analysis plot showing read distribution in 5' UTR, CDS and 3' UTR regions, shows consistent coverage across the CDS with the expected bias at the start codon.

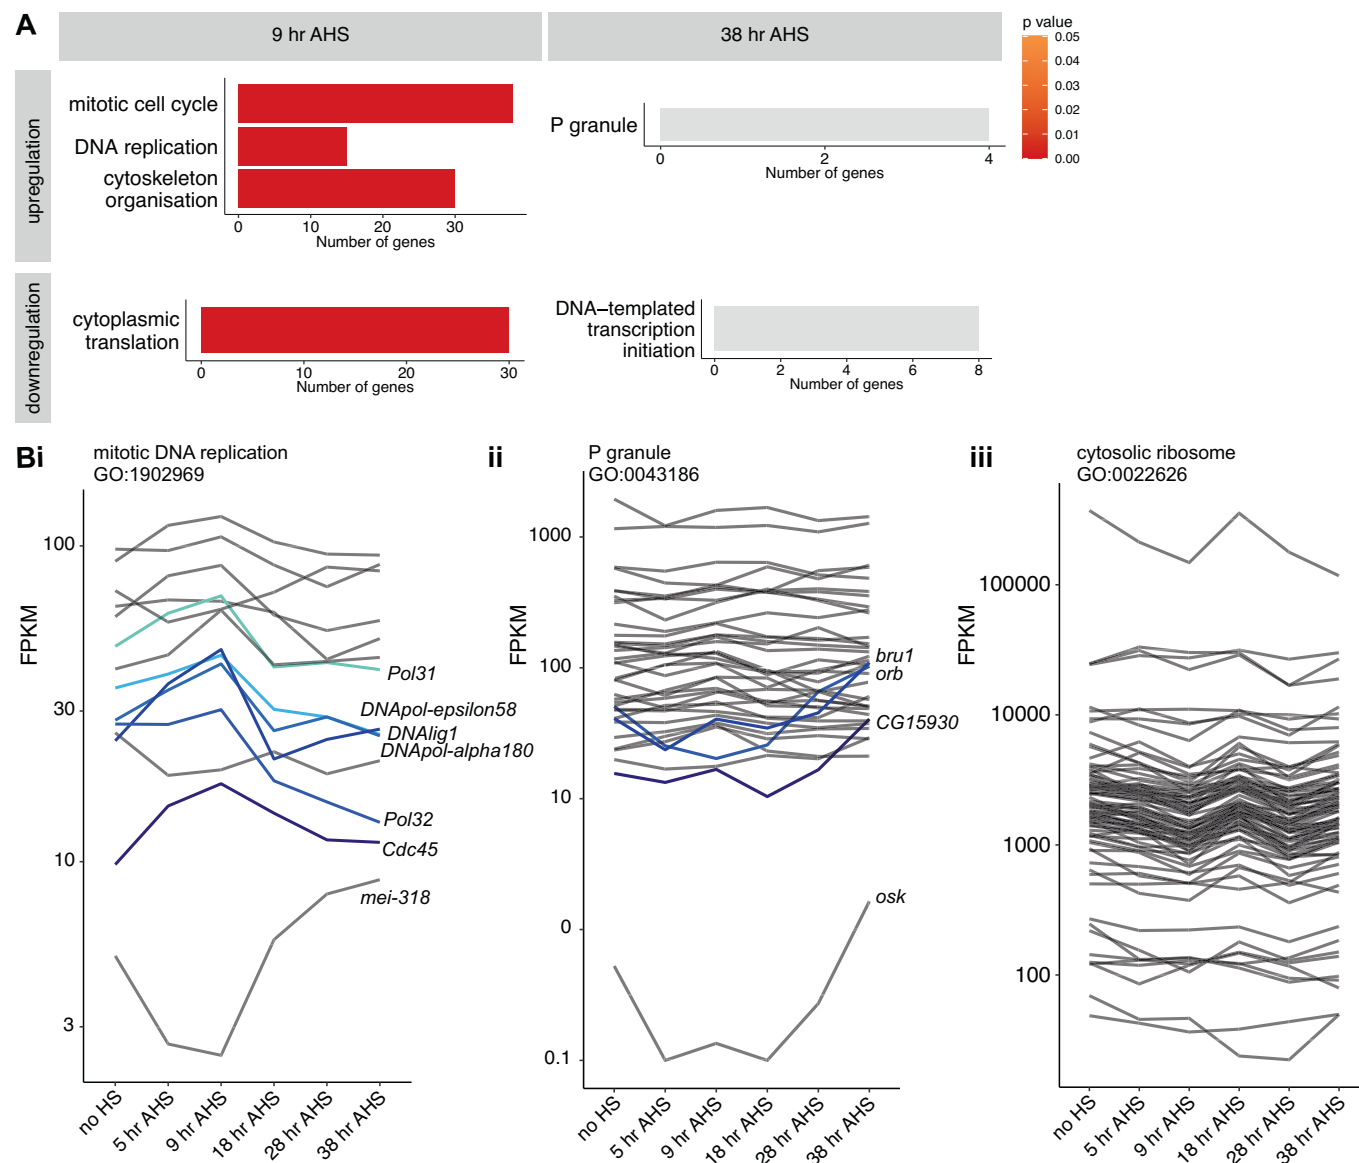

**Figure EV4. Ribo-seq reveals changes in translation during GSC differentiation.**

(A) Gene ontology enrichment analysis of genes upregulated or downregulated in the Ribo-seq at 9 h AHS or 38 h AHS compared to 'no HS'. Colour of the bar indicates p value of the enrichment, grey =  $P > 0.05$ . Background is all genes expressed during the time course. GO enrichment analysis was performed using FlyMine (Lyne et al, 2007) with Holm-Bonferroni correction. (B) Ribo-seq FPKM for genes in three gene ontology groups: mitotic DNA replication (i), P granule (ii) and cytosolic ribosome (iii). Genes with a  $>1.6$ -fold change in gene expression are highlighted (except in iii due to too many genes).

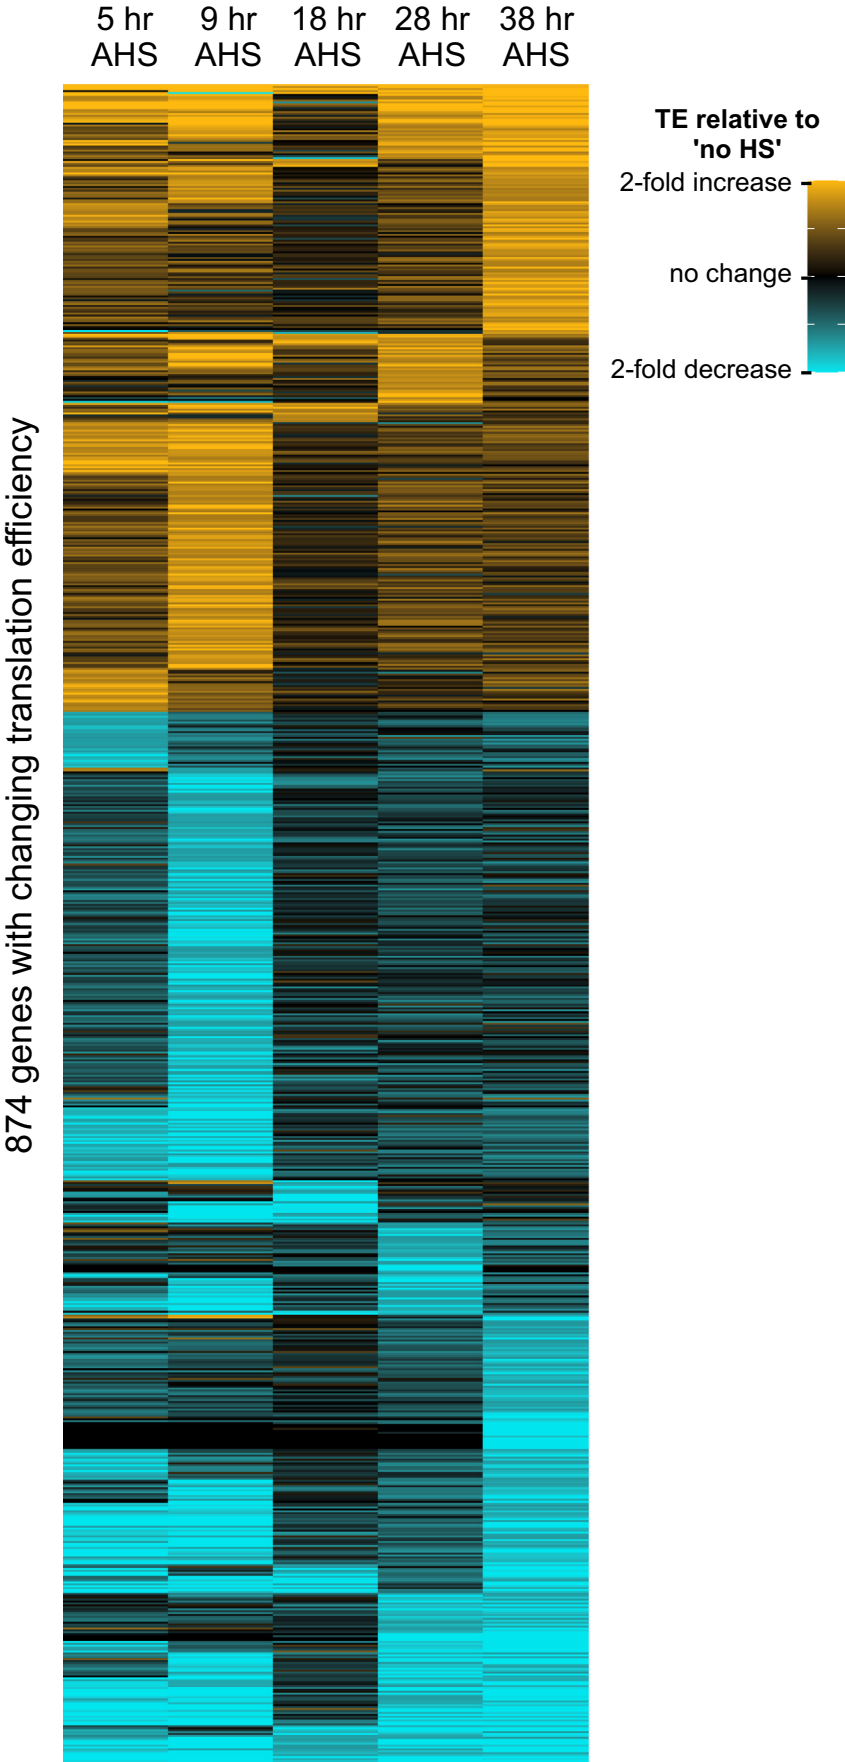

**Figure EV5. Many genes are regulated by TE.**

Heatmap showing fold change in TE, compared to the 'no HS' time point, for the 874 genes which exhibit a significant 1.6-fold change in translation between a given time point and 'no HS'. cyan = twofold decrease compared to 'no HS', black = no change, gold = twofold increase.

How the deposited data were processed for this re-analysis (not part of the article)

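Ovaries of bam mutant flies carrying a heat-shock inducible bam transgene were collected at no HS and at 0.5, 5, 9, 18, 28 and 38 h AHS, with 2 biological replicates per time point for the RNA-seq and 2 for the Ribo-seq. The sample labels and the paper give the same time points for all libraries.

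The authors made the deposited FPKM values with Cuffdiff from reads mapped to dm6 with STAR, after trimming adapters and discarding reads that match non-coding RNAs, and in the Ribo-seq after collapsing identical reads and removing the random bases at the read ends. Both deposited tables hold 1 FPKM value per gene and time point, estimated over the replicates together, with lower and upper 95% confidence bounds and a status for each estimate. The bounds lie 2 standard errors from the value and are floored at 0. Which library normalization and which annotation Cuffdiff used is not stated in the paper's text that was searched. Of the 1999 genes of Dataset EV2 that could be read here, all had the values of the deposited table. Read counts, the splicing analysis and the whole-ovary data from another study were not used here.

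From these tables everything else was computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Because there is 1 value per time point, no test across replicates was made. The paper calls a change significant at a p of 0.05 from Cuffdiff besides its fold and FPKM thresholds, and the main calls here leave that demand out. A gene was called changed when its FPKM differed by more than 1.6-fold between the time points compared and exceeded 10 in at least one of them. Genes of Dataset EV1 were left out, and for the Ribo-seq also genes that differed more than 3-fold at 0.5 h AHS. A gene listed at 0 at one time point was counted as changed when the other value exceeded 10 FPKM, and no fold is given for it. Shares carry Wilson intervals at 95%, which cover counting error only. Genes at 15 FPKM or less at any time point were not counted as constitutively expressed. Translation efficiency was the ratio of Ribo-seq to RNA-seq FPKM. Principal components were computed on FPKM scaled per gene over the 6 time points other than 0.5 h AHS.

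To see what error alone gives, 200 sets of unchanged genes were simulated with the standard errors of the bounds and a shared no HS value. Because the bounds cover more than the differences between most time points, such simulated counts are upper limits. Medians of gene lists were placed among 10000 random lists of the same size matched on mean expression. The lists were cytosolic ribosomal proteins (88 genes), DNA replication (42 of 47 measured), muscle and sheath (14) and somatic follicle and escort cells (9 of 13 measured). Gene positions are those of an annotation of the BDGP6 assembly, whose coordinates match the dm6 loci of the tables, counted from 1.

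The thresholds, the gene lists and most of the alternative settings were chosen before the data were examined. Those alternatives were a fold threshold of 2, an FPKM minimum of 20, a pseudocount of 1, rescaling of each time point to the same median, non-overlapping bounds, other expression thresholds and log2 values in the principal components. Settings added after the values were seen are leaving out genes without a Ribo-seq row, leaving out genes with a colon in their name, cutoffs on a normal p from the bounds of 0.05, 0.01 and 0.001, and removing the trend of the changes with transcript length. Genes are named by a rule: every gene that the paper names for an RNA-seq or Ribo-seq value, and for each assay at 9 h and at 38 h AHS the 3 largest rises and the 3 largest falls among changed genes. In the RNA-seq this rule gave short non-coding genes listed at 0 on one side, so the extremes among genes with a Ribo-seq row were added after the values were seen.

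The depth of the libraries is not given by FPKM values. In the Ribo-seq the steps between low values gave the relative depth, which was lowest at 18 h AHS. Precision was therefore read from the bounds, with a median standard error of 9.85% of the value in the RNA-seq and 13.0% in the Ribo-seq. The scripts were tested on simulated data in which 200 genes were changed 3-fold with 5% noise: all 150 genes changed at 9 h AHS were found, 0 of 6290 unchanged genes were called there, and 33.3% of the changes at 9 h AHS were not kept at 38 h AHS, as built in.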

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

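The test of the scaling of the 18 h AHS time point and the tests on the genes that appear at 38 h AHS were chosen only after the result was seen.

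In the RNA-seq, 210 of the 399 kept genes without a Ribo-seq row were more than 1.6-fold higher at 18 h AHS than at no HS, against 41 at 5 h, 49 at 9 h, 44 at 28 h and 48 at 38 h AHS. They lie outside the genes that the paper discusses, and include 151 of 219 snoRNA genes and 21 of 25 snRNA genes. The median log2 change at 18 h AHS was 0.80 over the 321 of them not listed at 0 at either time point. A scaling of the whole 18 h AHS time point would move all genes alike. The median log2 change of the kept genes with a Ribo-seq row was 0.00936, so scaling cannot account for the rise relative to those genes. The library normalization is unknown and could itself hold that median near 0, so a common shift of all genes stays open. A higher yield of short RNA in the 18 h AHS libraries predicts that short coding genes rise as well. The 91 coding genes with no transcript of 500 nt or longer had a median log2 change of 0.50 at 18 h AHS, above all random lists of matched expression, whose medians lay between -0.03 and 0.07 in 95% of cases. The same genes had smaller medians of 0.10, 0.28, 0.31 and 0.22 at 5, 9, 28 and 38 h AHS, which also lay above the middle 95% of random lists. Across genes, which are not independent replicates, the log2 change at 18 h AHS fell with transcript length with a Spearman's rho of -0.55, against -0.20 at 5 h, -0.29 at 9 h, -0.44 at 28 h and -0.26 at 38 h AHS. The trend was thus not confined to 18 h AHS: at 28 h AHS it was the next strongest, while the median log2 change of the genes without a Ribo-seq row was 0.14 there. A difference in the recovery of short RNA between libraries may contribute to the rise, but the 28 h AHS values leave open whether it is the whole cause. A change in these RNAs in the 4cc stays open and was not tested.

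At 0.5 h AHS, which the paper uses to find heat shock genes and to follow bam, 503 of the kept genes differed more than 1.6-fold from no HS, 220 of them higher and 283 lower, and 404 of them have a Ribo-seq row. A heat shock response that lasts to 9 h AHS predicts that genes changed at 9 h AHS had already moved the same way at 0.5 h AHS, here by more than 1.2-fold, and more often than genes changed at 38 h AHS or unchanged genes that share the no HS value. In the RNA-seq, of the 154 genes with a Ribo-seq row that were changed at 9 h AHS, 57.1% (Wilson 95% interval 49.2 to 64.7) had done so, against 25.2% (18.8 to 32.8) at 38 h AHS and 68.5% in the simulation. The share was 64.9% at 5 h, 39.1% at 18 h and 29.2% at 28 h AHS, and 88 genes had moved the same way among those changed at 9 h AHS against 37 at 38 h AHS. The no HS value enters all these comparisons alike, so the fall argues against it as the whole source of the share at 9 h AHS, and the simulated share, an upper limit, does not decide. The heat shock also induces Bam, so a remaining heat shock response and an early response to Bam cannot be told apart for these genes. In the Ribo-seq, 43.1% (39.3 to 47.1) of the genes changed at 9 h AHS had moved the same way at 0.5 h AHS. The share was 38.6% (33.6 to 43.8) at 38 h AHS and 65.7% in the simulation. It was 63.1% (58.0 to 68.0) at 5 h, 51.8% (44.3 to 59.2) at 18 h and 36.1% at 28 h AHS. The value at 9 h AHS argues against a remaining heat shock response as the source of the changes there as a set. For the changes at 5 and 18 h AHS such a response stays open. A response to Bam already present at 0.5 h AHS predicts the same, so the shares bear alike on both. One that starts after 0.5 h AHS stays open and was not tested.

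There were 9 genes near 0 at all other time points that appeared at 38 h AHS in the RNA-seq: CG31681, CG32834, CG42521, CG43074, CG43090, CG9897, Drs, Obp56d and Send1. They were chosen after their values were seen, by a level over 5 FPKM at 38 h AHS that is more than 10-fold above every other time point, a lower bound above 0, and a Ribo-seq row. Their summed RNA-seq level was 236 FPKM at 38 h AHS and at most 4.17 FPKM elsewhere. The paper does not discuss these genes, although 4 of them are in Dataset EV3. A programme of the differentiating germline that starts at 38 h AHS predicts footprints that are highest at 38 h AHS or absent throughout. For 5 of the genes there were footprints at 5 and 9 h AHS and a Ribo-seq level listed at 0 at 38 h AHS. For CG31681, CG32834 and CG43074 the lower bounds at 5 and 9 h AHS were above 0, and for CG42521 and Send1 they were at 0. This argues against a programme that starts at 38 h AHS for CG31681, CG32834 and CG43074, and less firmly for CG42521 and Send1. CG43090 and Drs were not highest at 38 h AHS in the Ribo-seq either. The prediction was met by CG9897, listed at 0 in the Ribo-seq throughout, and by Obp56d, highest at 38 h AHS with a lower bound at 0. The levels of single genes differed widely. Drs was at 44.3 FPKM at no HS, 435 at 0.5 h, 70.1 at 5 h, 135 at 9 h and 60.3 FPKM at 38 h AHS in the Ribo-seq, whereas the others reached at most 38.7 FPKM at any time point, in CG43090 at 5 h AHS, and at most 3.96 FPKM at 38 h AHS, in Obp56d. Cells of another tissue carried along with the ovaries would bring these genes in together, at time points that differ between the assays, and 7 of the 9 genes were higher at 9 h than at 38 h AHS in the Ribo-seq. That test ran on genes chosen for the pattern, and no list of marker genes was drawn up for it, so other tissue and other causes cannot be told apart. A further test ran on 8 other genes with footprints at 5 and 9 h AHS and none at no HS, 18, 28 or 38 h AHS. Of them, 25% were highest at 38 h AHS in the RNA-seq (2 of 8, Wilson 95% interval 7.15 to 59.1), against 25.5% of 6224 other genes of low level. The 5 genes above with that Ribo-seq pattern are not among the 8, and all 5 were highest at 38 h AHS in the RNA-seq. Leaving them out lowers the share, so the test cannot decide. Cells of another tissue carried along with the ovaries stay open as an explanation for the 8 genes too.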

How the results depend on the processing

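The settings that leave out non-coding genes or genes with a colon in their name, use a normal p from the bounds, or remove the length trend were chosen only after the result was seen. No paired analysis was possible because the deposited tables give 1 value per time point, estimated over both replicates. For the same reason leaving out a replicate, a replicate block and fits of only the groups compared were not run.

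Changes at 9 h AHS not found at 38 h AHS are those without a change in the same direction there, and changes at 38 h AHS not found at 9 h AHS those without a change in either direction. A pseudocount of 1 and rescaling to the same median moved no count of changed genes at a time point or between any pair by more than 1.5 times, counting higher and lower genes together. Rescaling did move the split in the Ribo-seq: 63 higher and 105 lower genes became 46 and 129 at 18 h AHS, from 37.5% to 26.3% higher, 65 and 209 became 103 and 149 at 28 h, from 23.7% to 40.9%, and 126 and 221 became 159 and 182 at 38 h AHS, from 36.3% to 46.6%. The excess of lower genes kept its direction.

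With a fold threshold of 2, the RNA-seq changes against no HS numbered 96, 108, 182, 104 and 139 at 5, 9, 18, 28 and 38 h AHS, and 493 between any pair. Of those at 9 h AHS 60.2% were not found at 38 h AHS, 47.0% of the lower calls fell at 5 and 9 h AHS, 3 genes were higher at every time point, and 325 genes passed at 0.5 h AHS. The Ribo-seq changes numbered 78, 174, 59, 82 and 111, and 632 between any pair, with 0 genes higher and 3 lower at every time point. Of the RNA-seq changes 63.0% were also found in the Ribo-seq, 496 genes changed in the Ribo-seq alone, and translation efficiency changed for 387. With a fold threshold of 1.5, 2 genes were higher and 14 lower at every time point in the Ribo-seq. A stricter fold passes fewer genes by its construction.

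With bounds that must not overlap, the RNA-seq changes numbered 112, 156, 125, 121 and 153, and 635 between any pair, with 58.1% of the lower calls at 5 and 9 h AHS and 52.1% of the higher calls at 28 and 38 h AHS. The Ribo-seq changes numbered 142, 320, 56, 118 and 146, and 1128 between any pair. Of those at 9 h AHS 92.2% were not found at 38 h AHS, and of those at 38 h AHS 75.3% had not been found at 9 h AHS. Of the RNA-seq changes 59.9% were also found in the Ribo-seq, and 844 genes changed in the Ribo-seq alone. With an FPKM minimum of 20, 144 genes changed at 38 h AHS in the RNA-seq, 33.5% of the higher calls fell at 28 and 38 h AHS, and 13 genes were lower at every time point.

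Without non-coding genes, the RNA-seq changes numbered 97, 154, 87, 120 and 147, and 640 between any pair, with 75 at 0.5 h AHS, 87.01% of the changes at 9 h AHS not found at 38 h AHS, 82.3% of those at 38 h AHS not found at 9 h AHS, 61.9% of the lower calls at 5 and 9 h AHS, 61.8% of the higher calls at 28 and 38 h AHS, and 2 genes higher and 4 lower at every time point. With the length trend also removed they numbered 96, 158, 61, 105 and 130, and 588 between any pair, and the shares were 86.1%, 80%, 61.7% and 69.5%. With a normal p of 0.05 from the bounds they numbered 84, 132, 69, 101 and 122, and 563 between any pair, and the shares were 87.1%, 82.0%, 63.3% and 63.4%. In the Ribo-seq this cutoff gave 108 changes at 18 h AHS, 90.6% of the changes at 9 h AHS not found at 38 h AHS and 76.0% of those at 38 h AHS not found at 9 h AHS, and 691 genes with changed translation efficiency. The cutoffs of 0.01 and 0.001 gave 525 and 460 RNA-seq and 1299 and 703 Ribo-seq changes between any pair, and Benjamini-Hochberg adjustment over all genes and 15 pairs gave 458 and 693. The order of the time points moved with these choices. At 18 h AHS the RNA-seq changes were the most frequent of all time points with all genes under every setting except bounds that must not overlap, and the least frequent without non-coding genes, with the length trend removed and with a normal p of 0.05. The excess of higher genes at 18 h AHS, 256 against 72 lower, shrank to 46 against 41 without non-coding genes, and turned to 34 against 35 with a normal p of 0.05 and to 19 against 42 with the length trend also removed. The first step leaves out 210 of the higher genes by its construction, and for the others the cause was not tested. In the Ribo-seq, 18 h AHS had the fewest changes in each setting for which all time points were counted.

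At a Ribo-seq threshold of 5 FPKM, 155 genes were untranslated, 18 of the upregulated and 34 of the constitutive group, and at 20 FPKM 1491 genes were untranslated and 633 in the constitutive group. In the principal components, the RNA-seq shares were 28.1% for PC2 with log2 values, 35.4% for PC1 with all genes over 2 FPKM and 37.1% for PC1 without non-coding genes, and the Ribo-seq shares 24.9% for PC2 with log2 values, and 32.7% and 24.8% for PC1 and PC2 with all genes over 2 FPKM. The rank of 18 h AHS by distance from no HS in the RNA-seq was 1 with the length trend removed.

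Among results for single directions, single genes and gene lists, a fold threshold of 2 moved 20 of 22 counts or shares of higher or lower genes, bounds that must not overlap moved 19, and rescaling 2. A pseudocount moved the log2 change of 5 of 224 values of named genes and rescaling 0. Rescaling moved 10 of 37 medians of gene lists. The median log2 change at 9 h AHS stayed between 0.42 and 0.47 for the DNA replication genes in the RNA-seq and between -0.47 and -0.46 for the ribosomal proteins in the Ribo-seq under a pseudocount and rescaling. The depth of the Ribo-seq was lowest at 18 h AHS, where values near 10 FPKM rest on the fewest steps. The median half-width of the bounds was 25.5% there, against 25.4 to 25.7% at the other time points. How far depth limits the calls near the threshold was not tested.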

Differences from the paper's values

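The alternatives with cutoffs on a normal p, without genes lacking a Ribo-seq row, without genes with a colon in their name, and with the length trend removed were chosen only after the result was seen, and all others before the data were examined.

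At 0.5 h AHS, 136 genes of the RNA-seq differed more than 3-fold from no HS, against the paper's 68. With an FPKM minimum of 20 the number was 99, within 1.5 times the paper's number. A pseudocount of 1 (126), rescaling to the same median (136), bounds that must not overlap (112) and a fold threshold of 2 (325) did not come as close. Without genes lacking a Ribo-seq row it was 75, a setting chosen after seeing the values.

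The paper's lists also demand significance at a p of 0.05, which the values here leave out unless a normal p is named. Between any pair of time points, 971 genes changed in the RNA-seq, against the paper's 548, which is 14.2% of the kept genes against the paper's 8.5%. Of the alternatives set before the data were examined, a fold threshold of 2 gave 493, an FPKM minimum of 20 gave 716 and bounds that must not overlap gave 635, all within 1.5 times the paper's number, while a pseudocount of 1 gave 894 and rescaling 953. Of those chosen after seeing the values, leaving out genes without a Ribo-seq row gave 640, or 9.94%, removing the length trend as well gave 588, leaving out genes with a colon in their name gave 653, and the further cutoffs at a normal p of 0.05, 0.01 and 0.001 gave 563, 525 and 460, or 458 with Benjamini-Hochberg adjustment, all within 1.5 times the paper's number.

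Of the calls of higher RNA-seq level, 40.9% fell at 28 and 38 h AHS, against the paper's 64%. With bounds that must not overlap the share was 52.1%. A fold threshold of 2 (39.9%), an FPKM minimum of 20 (33.5%), a pseudocount of 1 (40.3%) and rescaling (37.9%) did not close the gap. Settings chosen after seeing the values gave 61.8% without genes lacking a Ribo-seq row, 69.5% with the length trend also removed and 63.4% with a cutoff at a normal p of 0.05.

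Regulatory events were classed here from ratios of FPKM, and in the paper from read counts. At 18 h AHS, 30.4% of them involved a change of mRNA level, against the paper's 96%, and 81.5% a change of translation efficiency. The alternatives gave 22.4% with a fold threshold of 2, 41.0% with the Ribo-seq also over 10 FPKM, 30.9% with a pseudocount, 29.5% with rescaling and, chosen after seeing the values, 60.0% with a cutoff at a normal p of 0.05. None closed the gap.

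Intensified genes made up 1.12% of the events at 5 h AHS against 6.59% in the paper's Dataset EV8, 0.902% against the paper's 9.36% at 9 h, 4.35% against the paper's 8% at 18 h, 0.432% against the paper's 4.31% at 28 h and 2.09% against the paper's 7.71% at 38 h AHS. With the Ribo-seq also over 10 FPKM the share at 18 h AHS was 5.37%, within 1.5 times the paper's, and no alternative came within that of the paper's share at another time point. Buffered genes made up 5.60% against the paper's 14.5% at 5 h, 4.25% against the paper's 34.4% at 9 h, 7.61% against the paper's 56% at 18 h, 6.26% against the paper's 37.7% at 28 h and 6.07% against the paper's 31.2% at 38 h AHS, and no alternative came within 1.5 times the paper's share at any time point.

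The paper states that in the RNA-seq the 18 h AHS sample was the most similar to no HS. On PC1 it was the nearest, but on PC1 with PC2 it was the farthest of the 5 time points, at 120 against 119 at 9 h and 78.7 at 5 h AHS. Without genes lacking a Ribo-seq row, 9 h AHS was the farthest there, at 120, and 18 h AHS had rank 4, at 112. Over all genes it had rank 4 of the 5 time points in each of the settings chosen before the data were examined, rank 3 without genes lacking a Ribo-seq row, and rank 1 only when the trend of the changes with transcript length was removed as well, both chosen after seeing the values. The paper places the extremes of PC1 in the RNA-seq at 9 h and 38 h AHS. Here 5 h AHS scored 56.5 and 9 h AHS 56.2 at one end, and 38 h AHS -55.9 at the other. Without genes lacking a Ribo-seq row, 9 h AHS scored 56.2, 5 h AHS 55.3 and 38 h AHS -56.0, with the extremes as in the paper. With log2 values and with all genes over 2 FPKM, 5 h AHS stayed beyond 9 h AHS. For the Ribo-seq the paper places 18 h AHS beside no HS. On PC1 the distance from no HS was 7.82 at 18 h and 1.96 at 28 h AHS, whereas on PC1 with PC2 (24.6 against 56.5 at 28 h AHS) and over all genes 18 h AHS was the nearest, as in the paper.

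The paper names CG17127 and CG14545 as the only genes lower at all time points in the RNA-seq and CG11892 as the only one higher. Here 20 of the kept genes were lower and 8 higher, and without genes lacking a Ribo-seq row 4 were lower, with CG6967 and Mos added, and 2 higher, with CG4210 added. These counts lie below the mean of 56.7 genes among simulated unchanged genes, and of 24.8 among those with a Ribo-seq row. In the Ribo-seq the paper counts fewer genes lower at all time points than the 9 found here, beside 1 higher, against 13.8 in either direction among simulated unchanged genes. With an FPKM minimum of 20 there were 8, and with a fold threshold of 2 there were 3.

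At 18 h AHS the paper lists alphaTub67C and dhd among the genes first upregulated, and in the Ribo-seq alphaTub67C was lower than at no HS, at 1.85 FPKM against 7.62, and dhd was under 10 FPKM at both time points. In the RNA-seq both were higher at 18 h AHS. The paper describes Rbp9 as upregulated during differentiation, and in the RNA-seq its log2 change at 38 h AHS was 0.59, short of 1.6-fold, while it passed in the Ribo-seq. The paper describes the ratio of downregulated to upregulated genes in the Ribo-seq as about the same at each time point, and here it ran from 1.67 at 18 h to 3.22 at 28 h AHS.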

Other observations

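The tests on a cutoff at a normal p, on the depth of the 18 h AHS libraries and on the Ribo-seq levels of muscle genes were chosen only after the result was seen.

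More genes passed 1.6-fold between any pair of time points in the Ribo-seq (1964) than in the RNA-seq (613 of the same genes). Wider measurement error of the Ribo-seq is a candidate explanation, since the median standard error was 13.0% of the value against 9.85%. When noise was added to the RNA-seq values until their error was that of the Ribo-seq, a mean of 1474 genes passed over 200 sets, and 1512 at the upper end of the middle 95% of sets. Error could thus make up much of the excess, but by this test not all of it. Regulation of translation, as the paper concludes, stays open for the remainder and was not tested here.

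At 9 h AHS the cytosolic ribosomal proteins had a median log2 change of -0.46 in the Ribo-seq over the 87 genes with a coding sequence in the annotation. Random lists matched on expression and on the length of the coding sequence had a median of -0.15, and lists matched on expression and GC content one of -0.24, and in both cases the ribosomal proteins lay below all of them. Neither property accounts for the whole fall, although both matched medians are themselves below 0. In the RNA-seq at 18 h AHS the ribosomal proteins had a median log2 change of 0.29, against 0.19 for random lists matched on expression and transcript length, above 99.8% of them. Transcript length may therefore account for part of that rise, and not for the whole of it. A change in the translation of these mRNAs during differentiation is a hypothesis that these tests leave open.

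RNA of somatic cells in the dissected ovaries was tested as a source of the changes at 38 h AHS with lists of marker genes. All members measured are expressed in these ovaries, and more of a tissue that is already present would raise its genes by a common fold. The follicle and escort cell genes had a median log2 change of 0.01 at 38 h AHS in the RNA-seq, which turned negative after rescaling to the same median, at percentile 25.0 of random lists of matched expression, and 5 of the 9 were above the no HS level but 0 passed 1.6-fold upward. The most abundant members were piwi at 348 FPKM, Fas3 at 212 FPKM and tj at 119 FPKM. Of these, piwi rose, with log2 changes of 0.64 in the RNA-seq and 0.60 in the Ribo-seq, just short of 1.6-fold. Fas3 and tj, at 0.01 and 0.15 in the RNA-seq, hardly moved, and the list as a whole did not rise by a common fold. Whether piwi RNA came from somatic cells alone was not tested, so its rise counts neither for nor against added somatic RNA. The muscle and sheath genes had a median of 0.14, at percentile 91.7, and 0 of the 14 passed 1.6-fold upward, with Act57B at 830 FPKM, Mhc at 199 FPKM and Mlc2 at 185 FPKM. These values argue against more RNA of the listed follicle, escort and muscle genes as the source of the changes at 38 h AHS as a set. Genes of Dataset EV1, where the paper lists chorion and vitelline membrane genes made by somatic cells, were left out here. Of these, Cp15 had an RNA-seq log2 change of 6.15 at 38 h AHS, Cp36 3.02, Vm32E 1.68 and dec-1 1.30. The other contaminant genes were not examined, so added RNA of cells that make these products stays open. Cells that these lists leave out were not tested. At 5 h AHS the muscle and sheath genes had a median log2 change of -0.64 in the RNA-seq, with 0 of 14 above the no HS level.

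In the Ribo-seq the muscle and sheath genes were lower than at no HS at 5, 9, 28 and 38 h AHS, with median log2 changes of -0.56, -0.71, -0.63 and -0.61, and nearer to it at 18 h AHS, with -0.16. A scaling of the whole column would move all genes alike, and the lowest median over all genes kept for the Ribo-seq at these time points was -0.0598. Scaling therefore cannot account for the fall relative to the other genes, although the unknown normalization could itself hold that median near 0. Less muscle and sheath tissue in those libraries predicts that all members fall alike. At 9 h AHS, 6 of the 14 members lay further from the list's median than their error, against 1 at 5 h, 1 at 28 h and 4 at 38 h AHS, so less muscle and sheath tissue and a change within the tissue cannot be told apart. The follicle and escort cell genes had Ribo-seq medians of -0.31 at 5 h, 0.04 at 9 h, -0.11 at 18 h, -0.15 at 28 h and -0.15 at 38 h AHS.

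The number of Ribo-seq changes was lowest at 18 h AHS, where the libraries were also the shallowest. Lower depth widens the error, which would lower the number of calls only under a demand on the error. With no such demand, 168 genes passed at 18 h AHS, the lowest of the 5 time points. That count is the pattern in question, so the test could not come out otherwise and leaves lower depth open.

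The paper lists fewer changed genes than pass its fold and FPKM thresholds in the deposited values, and it states a further cutoff at a p of 0.05. Cuffdiff's own p-values were not used here, so a 2-sided normal p from the deposited bounds was tried in their place. Genes with a colon in their name, which make up the rest of the 971 RNA-seq genes, were left out of this test. Over the remaining 653 RNA-seq and the 1964 Ribo-seq genes past the thresholds, an unadjusted normal p of 0.05 parted 97.9% of both together as the paper's lists do. Cutoffs at 0.01 and 0.001, tried on the same genes, parted 92.6% and 82.7% in the RNA-seq and 78.8% and 48.6% in the Ribo-seq.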
